# Modular deregulation of central carbon metabolism for efficient xylose utilization in *Saccharomyces cerevisiae*

**DOI:** 10.1038/s41467-025-59966-x

**Published:** 2025-05-16

**Authors:** Xiaowei Li, Yanyan Wang, Xin Chen, Leon Eisentraut, Chunjun Zhan, Jens Nielsen, Yun Chen

**Keywords:** Metabolic engineering, Metabolic engineering, Fungal physiology

## Abstract

The tightly regulated central carbon metabolism in *Saccharomyces cerevisiae*, intricately linked to carbon sources utilized, poses a significant challenge to engineering efforts aimed at increasing the flux through its different pathways. Here, we present a modular deregulation strategy that enables high conversion rates of xylose through the central carbon metabolism. Specifically, employing a multifaceted approach encompassing five different engineering strategies—promoter engineering, transcription factor manipulation, biosensor construction, introduction of heterologous enzymes, and expression of mutant enzymes we engineer different modules of the central carbon metabolism at both the genetic and enzymatic levels. This leads to an enhanced conversion rate of xylose into acetyl-CoA-derived products, with 3-hydroxypropionic acid (3–HP) serving as a representative case in this study. By implementing a combination of these approaches, the developed yeast strain demonstrates a remarkable enhancement in 3–HP productivity, achieving a 4.7–fold increase when compared to our initially optimized 3–HP producing strain grown on xylose as carbon source. These results illustrate that the rational engineering of yeast central metabolism is a viable approach for boosting the metabolic flux towards acetyl–CoA–derived products on a non-glucose carbon source.

## Abstract (web summary)

Here, the authors show that a modular deregulation strategy in Saccharomyces cerevisiae boosts xylose conversion to 3-HP by engineering central carbon metabolism with five strategies, achieving a 4.7-fold productivity increase over an initially optimized strain using xylose.

## Introduction

Enabling sustainable production of chemicals is the primary motivation for establishing bio-based production of fuels and chemicals. For instance, the exploitation of renewable plant-based raw materials, such as lignocellulose, for chemical production offers a more sustainable alternative to many traditional chemical processes that depend heavily on fossil fuels^1–5^. Since xylose ranks as the second most abundant sugar in lignocellulosic feedstock, its effective use is crucial in ensuring the economic feasibility of fermentation processes using lignocellulosic based feedstocks^6,7^.

Another significant benefit of bio-based production of fuels and chemicals is the ability to synthesize a diverse range of biochemical molecules using a single, well-developed ‘platform cell factory’. *Saccharomyces cerevisiae*, an eukaryal model microorganism and a widely used cell factory, is particularly valued due to its robustness under harsh industrial conditions and its wide use in the fermentation industry^8,9^. Recently, engineered yeast strains have successfully produced a wide array of chemically diverse molecules^10–12^. These achievements predominantly hinge on the utilization of several key metabolites in the central carbon metabolism, such as pyruvate, citric acid, α-ketoglutaric acid, and acetyl-CoA^13^. Among these, acetyl-CoA receives particular attention because it acts as a highly productive node for generating numerous biochemical products, such as isoprenoids, fatty acid derivatives, polyketides, and more^12^. Hence, developing an acetyl-CoA synthesis platform in yeast that utilizes xylose is beneficial for converting lignocellulosic biomass into value-added products.

Taken together, the effective transformation of xylose into acetyl-CoA in yeast forms a pivotal foundation for sustainable and economic feasible manufacturing of a broad range of bioproducts from lignocellulosic biomass. To achieve this, it is essential to optimize the flux through the different pathways of the central carbon metabolism. However, enhancing the flux within the central carbon metabolism presents inherent challenges due to its tightly regulated nature. These stringent regulatory mechanisms are designed to support cell growth and maintain homeostasis on the cells’ favorite carbon sources, thereby potentially resisting any engineering attempts to alter this balance on the unrecognized carbon sources^1^. Previous studies on synthesizing acetyl-CoA-derived products from xylose or glucose-xylose as carbon sources focused heavily on optimizing xylose utilization and product conversion pathways to enhance the efficiency of product formation. However, it often overlooked how cells reconfigure their metabolism, including central metabolic pathways, in response to xylose utilization^7,14^. As a result, our understanding of the intracellular regulation of the central carbon metabolism during xylose utilization remains limited, which further complicates the task of rational engineering or deregulating the central carbon metabolism to ensure high conversion rate of xylose.

In this study, we initially constructed and optimized a conversion module in yeast (Fig. 1a) that converts acetyl-CoA to 3-hydroxypropionic acid (3-HP), with the objective of directing carbon flux from xylose to acetyl-CoA and further to 3-HP. Subsequently, we divided the central carbon metabolism into three distinct modules for systematic deregulaitng the central metabolic pathways during xylose utilization (Fig. 1a). To navigate the regulatory aspects of central carbon metabolism, either at the transcriptional or enzymatic levels across different modules, we employed five distinct engineering strategies: (1) evaluating the potency of a collection of promoters in relation to xylose utilization and subsequently utilizing them for gene expression control; (2) modulating the expression of enriched transcription factors (TFs) via upregulation or downregulation; (3) introducing heterologous proteins as replacements for the extensively modified endogenous counterparts; (4) substituting the modified amino acid sites on the proteins; (5) constructing biosensors to monitor and sense intracellular metabolites levels such as NADPH and fatty acyl-CoA (Fig. 1b). By applying these strategies, our results demonstrate that despite the existence of stringent regulatory systems, it is indeed possible to manipulate the central metabolism pathway to increase flux towards desired products.

**Fig. 1:**
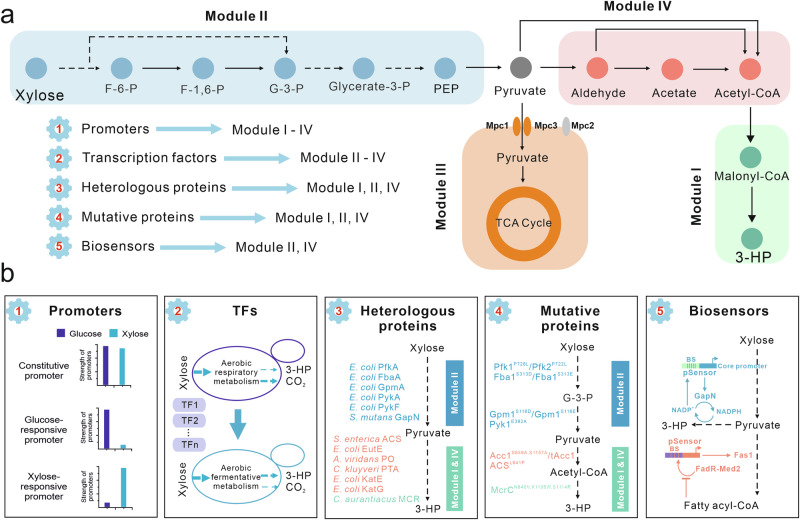
Modular de-regulation of central carbon metabolism drives carbon flux from xylose to 3-HP. **a** Schematic overview of four metabolic modules. Module I is referred to as the 3-hydroxypropionic acid (3-HP) production module. The central carbon metabolism was divided into three distinct modules: the glycolysis module (II), the mitochondrial module (III), and the PDH bypass module (IV). To deregulate each module in the central carbon metabolism, five engineering strategies were employed: (1) controlling gene expression at the transcriptional level by a series of promoters characterized on xylose; (2) manipulating global transcription factors (TFs); (3) introducing heterologous proteins; (4) expressing mutated proteins; and (5) constructing biosensors. **b** The detailed implementations of the above mentioned five distinct engineering strategies in the various metabolism modules. BS binding sites, Enzymes and metabolites shown in the pathways: Mpc1/2/3 mitochondrial pyruvate carrier, PfkA and Pfk1/2 phosphofructokinase, FbaA and Fba1 fructose 1,6-bisphosphate aldolase, GpmA and Gpm1 phosphoglycerate mutase, PykA/F and Pyk1 pyruvate kinase, GapN NADP-dependent glyceraldehyde-3-phosphate dehydrogenase, ACS acetyl-CoA synthetase, EutE acetaldehyde dehydrogenase, PO pyruvate oxidase, PTA phosphotransacetylase, KatE/G catalase-peroxidase, Acc1 acetyl-CoA carboxylase, MCR malonyl-CoA reductase, F-6-P fructose 6-phosphate, F-1,6-P fructose 1,6-bisphosphate, G-3-P Glyceraldehyde 3-phosphate, PEP phosphoenolpyruvic acid.

## Results

### Characterizing various promoters in relation to xylose utilization

Given the crucial role of promoters in bypassing inherent regulation and driving gene expression in a desired manner, we first evaluated how a broad spectrum of promoters are controlled during xylose utilization. To achieve this, we performed an RNA-seq analysis, considering that transcript profiling can provide an effective method for assessing the cell’s transcriptional response to varied carbon utilization. For this analysis, we constructed strain X266, which was transformed with a plasmid containing xylose isomerase (XI) and xylitol kinase (XK), for the conversion of xylose to xylulose, along with our previously identified modifications that ensured an efficient xylose assimilation^14^ (Supplementary Data 1). Strain X266 was then cultured in xylose minimal medium, using a glucose medium as a comparison. 

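RNA was sequenced from 36 cultures of xylose-assimilating *S. cerevisiae* strains, as 3 biological replicates of each of 12 culture conditions. The paper reports strain X266, which lacks *GRE3*, *ASK10* and *YPR1*. In the sample labels, the glucose and ethanol cultures belong to X058, a strain with xylose isomerase, xylulokinase, transaldolase, *TKL1*, *RPE1* and *RKI1* added and *GRE3* alone deleted, and no culture is labelled X266. The xylose cultures behind the paper's values were identified from the 53 fold changes of Supplementary Data 3. In a DESeq2 fit of all 36 libraries, all 53 lay within 0.1 (log2) of the values for X058 harvested on xylose at an OD600 of 1.0 after preculture on glucose to an OD600 of 2.0, with a largest difference of 1.9e-05. In the same fit, 35 of the 53 lay within that distance in the next closest xylose group, X058 after preculture on ethanol. *ASK10* averaged 186.2 CPM (counts scaled to a common library total) and *YPR1* 125.8 CPM in the 3 identified libraries, so that both genes were present. The comparisons with glucose and ethanol therefore rest on X058, with 3 libraries per carbon source. The labels give an OD600 of 2.0 for the glucose and ethanol cultures, where the paper's methods give about 1.0, so that by the labels these comparisons differ in density as well as in carbon source, and they place all samples on a single lane of a HiSeq 4000, where the paper names another sequencer of that series. Poly-A RNA was selected, and the authors aligned the reads to the CEN.PK 113-7D genome with TopHat2 2.0.12 and counted them per gene with featureCounts of Subread 1.4.6. The strand setting and the treatment of reads shared by similar genes are not given in the sources used here, so that close copies such as *HXT6* and *HXT7*, the TDH and ENO genes or duplicated ribosomal protein genes may share reads. The deposited file holds raw counts for 7126 features, with 7188213 to 12844455 counts per library (median 8898337). The lowest and highest of these totals exceed the lowest and highest numbers of read pairs that the labels give, and whether mates, or several alignments of a read, were counted apart is not given in the sources used here. Totals were 7829517 to 8436469 on xylose, 8852728 to 9803322 on glucose and 9338933 to 9999211 on ethanol. Of the features, 5938 had enough counts to be tested, and 1188 were left out. Changes were tested with edgeR's quasi-likelihood test in a single fit of the 12 conditions, scaled by TMM, and p values were adjusted over all tested genes by the Benjamini-Hochberg method. Gene lists for pathways and complexes, and the rule for the genes named, were set before the data were examined, although the paper's tables had been read. Each list was compared with all other genes by camera, at a preset correlation between genes of 0.01 and again with an estimated correlation, and adjusted over 43 lists.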

Based on the varied gene transcriptional levels on xylose and glucose, we selected a list of promoters for evaluation, which included several that have been previously characterized and are widely used on glucose^15–17^ (Supplementary Data 3). 

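Genes for the use of carbon sources other than glucose were among those that rose most on xylose. Of 19 such genes, listed as alternative carbon use, 18 rose and none fell, with a median log2 fold change of 1.97 and the same counts adjusted over the list alone (list adjusted p = 5.1e-15, or adjusted p = 0.00833 with an estimated correlation). *ADH2* (YMR303C), the alcohol dehydrogenase that oxidizes ethanol, averaged 1478 ± 200.4 CPM on xylose and 0.984 ± 0.11 CPM on glucose (SD, n = 3 each; log2 fold change 10.53, SE 0.42, adjusted p = 2.33e-18). *ADY2*, an acetate transporter, rose by 7.66 (SE 0.46) and *RGI2*, which is linked to respiratory growth, by 7.13 (SE 0.54) on the log2 scale. The low-affinity hexose transporter *HXT3* (YDR345C) averaged 20.5 ± 2.4 CPM on xylose and 1679 ± 19.8 CPM on glucose (log2 fold change -6.36, SE 0.21, adjusted p = 3.81e-20). *HXT1*, of the same class, and *HXT4* had log2 fold changes of -6.30 (SE 0.26) and -4.06 (SE 0.23), and the peptide transporter *OPT2*, the low-affinity iron transporter *FET4* and the cell wall sensor *WSC4* of -6.56, -3.79 and -3.24. Of 19 iron and copper genes, 12 rose and 1 fell (the same adjusted over the list alone, list adjusted p = 0.0166, or adjusted p = 0.322 with an estimated correlation). Of 18 hexose transporter and glucose sensor genes, 7 rose and 3 fell (9 and 4 adjusted over the list alone), and the list as a whole did not pass against other genes (adjusted p = 0.252). In all, 2240 of the 5938 tested genes changed at an adjusted p under 0.05, 1246 higher and 994 lower on xylose, of which 315 and 147 changed at least 2-fold. The 3 xylose libraries lay all above or all below the 3 glucose libraries for 67.6% of genes, where chance gives 10%, and 3 libraries against 3 allow no exact p under 0.1 for a single gene. A fit of the compared groups alone called 3730 genes. Of the 53 genes of Supplementary Data 3, 26 rose and 13 fell (26 and 14 adjusted over the list alone), which is not independent evidence because the study chose them on these samples.

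**Figure D1:**
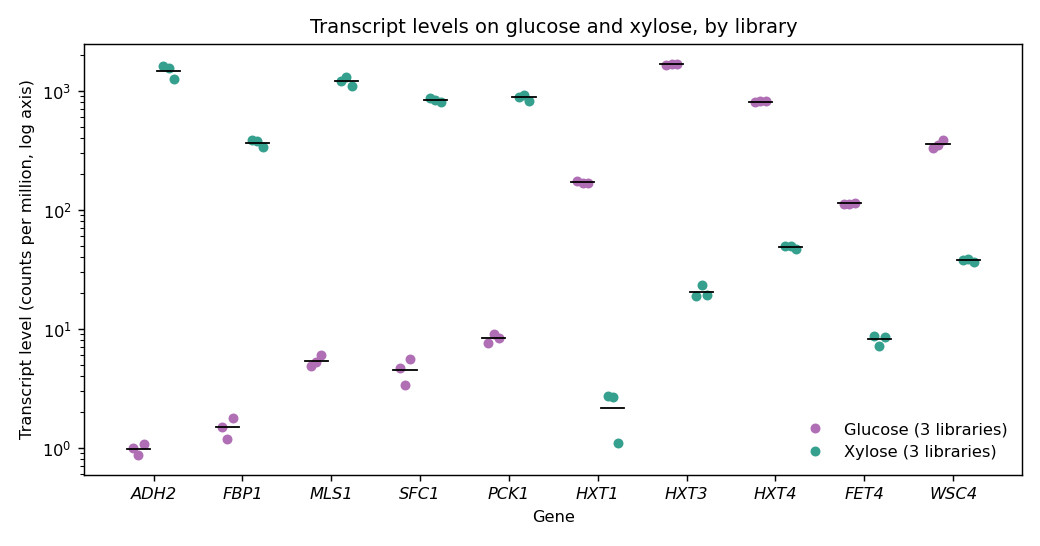
CPM on a log axis for 10 of the most changed genes in each of the 3 glucose and 3 xylose libraries of X058, with bars at the means. *ADH2* lies between 0.869 and 1.09 CPM on glucose and between 1249 and 1616 CPM on xylose, and *HXT3* between 1657 and 1697 CPM on glucose and between 19.05 and 23.25 CPM on xylose.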

In total, we evaluated the expression of 40 different promoters during growth on either xylose or glucose, utilizing red fluorescent protein (RFP) as a reporter (Supplementary Fig. 1a).

Reflecting on the diverse RFP expression behaviors supervised by these promoters in response to xylose and glucose utilization, we categorized and defined them into three distinct groups: (1) xylose-responsive promoters, which demonstrated five times greater strength on xylose compared to glucose; (2) glucose-responsive promoters, which exhibited a reverse expression pattern relative to xylose-responsive promoters; and (3) constitutive promoters, whose expression levels showed minimal variation in gene expression during growth on xylose and glucose (Supplementary Fig. 1b–d). 

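Genes with xylose-responsive promoters had higher transcripts on xylose than on glucose, and most of those with glucose-responsive promoters had lower ones. All 6 genes with xylose-responsive promoters rose on xylose, *ADH2* most and *HXK1* least, by 2.18 on the log2 scale. *TIP1*, a cell wall mannoprotein, averaged 310.3 ± 47.7 CPM on xylose and 55.4 ± 0.831 CPM on glucose (SD, n = 3 each; log2 fold change 2.49, SE 0.27, adjusted p = 8.71e-09). Of the 4 genes with glucose-responsive promoters, *HXT1*, *HXT3* and *CDC19* fell, and *LYS20*, of lysine synthesis, had a log2 fold change of 0.15 (SE 0.18, adjusted p = 0.565). Among 27 genes with constitutive promoters, 7 rose, 9 fell and 11 did not pass the test. *HXT7*, a high-affinity hexose transporter near-identical to *HXT6*, rose most of them (log2 fold change 3.54, SE 0.16, adjusted p = 5.21e-17). Across 37 native promoters, the log2 ratio of the paper's red fluorescence means on xylose and glucose and the transcript's log2 fold change had a Pearson r of 0.861 and a Spearman rho of 0.812 (permutation tests, 2-sided, p = 1e-05 each, the smallest that 100000 permutations give, and 4e-05 adjusted over 4 relations). Without *ADH2* and *MLS1*, farthest from the median in fluorescence ratio, r was 0.799 and rho 0.778. Within the 27 constitutive promoters, r was 0.669 (permutation p = 0.00013, adjusted 0.00026) and rho 0.664 (p = 0.00034, adjusted 0.00068). Within the 6 xylose-responsive promoters, r was 0.912 (exact permutation test, p = 0.0222) and rho 0.6 (exact p = 0.242). The relation is across genes, which are not independent replicates, and the study chose the promoters from these transcript levels.

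**Figure D2:**
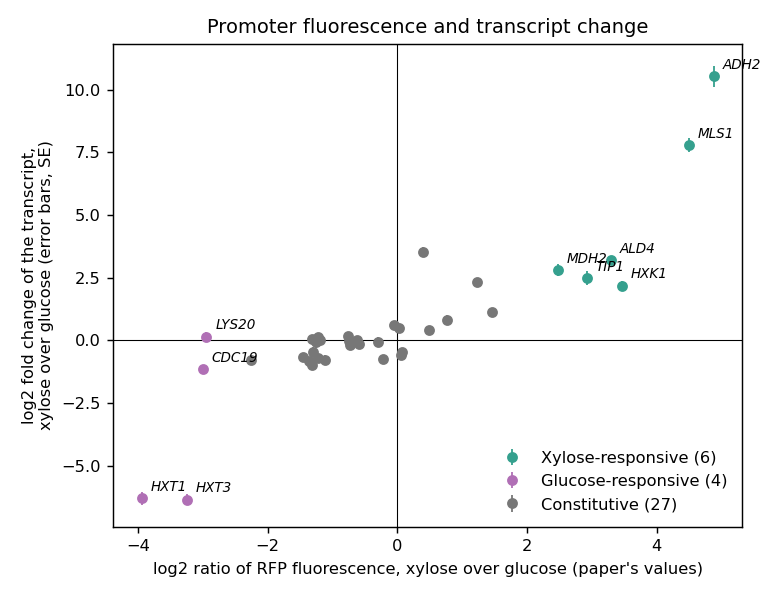
Log2 ratio of the paper's red fluorescence on xylose and glucose (x axis) against the log2 fold change of the transcript with its SE (y axis) for 37 native promoters by class. The 6 xylose-responsive promoters all lie at 2.18 or above on the y axis, and of the 4 glucose-responsive promoters *LYS20* alone lies above 0.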

The strong correlation between RNA-seq data and fluorescence intensity confirms that these promoters efficiently regulate protein expression in a manner that responds to different carbon source utilization (Supplementary Fig. 1 and Supplementary Data 3). This behavior is notably different from previously characterized promoters, which were primarily derived from central metabolic pathways^18^. 

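*JEN1*, *ARO9* and *KGD1* rose on xylose against glucose. *JEN1* (YKL217W), the lactate and pyruvate transporter, averaged 744 ± 61.1 CPM on xylose and 9.19 ± 3.44 CPM on glucose (SD, n = 3 each; log2 fold change 6.34, SE 0.28, adjusted p = 1.97e-17). *ARO9*, an aromatic aminotransferase, rose by 4.33 (SE 0.21), and *KGD1*, a subunit of 2-oxoglutarate dehydrogenase, by 1.54 (SE 0.15) on the log2 scale. Of the 15 genes whose promoters are shown in Fig. 2a, 14 rose in edgeR's test at an adjusted p under 0.05. The smallest of these changes was in the translation factor gene *TEF1*, whose promoter serves in the paper as a constitutive standard. The log2 fold change of *TEF1* was 0.47 (SE 0.16, adjusted p = 0.0224). *PYC1*, a pyruvate carboxylase, had a log2 fold change of -0.05 (SE 0.16, adjusted p = 0.826) and did not pass. Apart from *TEF1*, the study chose these genes on these samples, so that their direction is not independent evidence.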

Next, to create a more comprehensive set of xylose-responsive promoters with a wide range of intensities, we screened an extra 13 promoters based on transcriptome data (Supplementary Data 3). We assessed the strength of each promoter by integrating them into the genome, utilizing green fluorescent protein (GFP) as a reporter due to its superior fluorescence intensity, thereby providing more suitable evaluation of weaker promoters^19^. By culturing the constructed strains in xylose minimal medium, we observed that the measured promoters spanned a 42-fold range of GFP fluorescence intensities, while these promoters exhibited relatively low fluorescence intensities in glucose minimal medium (Fig. 2a).

**Fig. 2:**
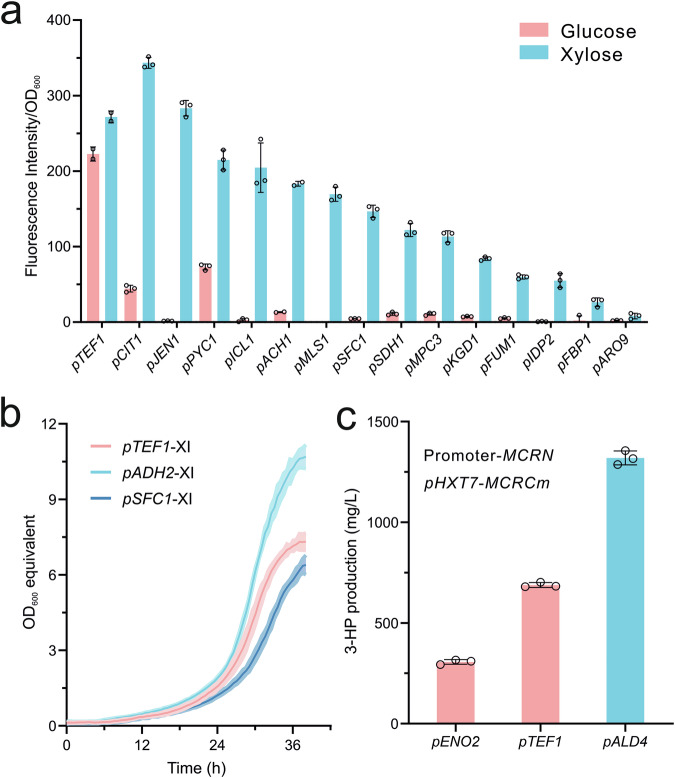
Characterization and application of xylose-responsive promoters. **a** Characterization of a set of xylose-responsive promoters on both glucose and xylose. The constitutive promoter *pTEF1* was used as an internal standard. The green fluorescent protein (GFP) was used as a reporter. **b** Growth curves of three engineered xylose metabolizing strains. Two xylose-responsive promoters (*pADH2* and *pSFC1*), as well as a constitutive promoter (*pTEF1*), were used to control the expression of XI, an initial and key enzyme for xylose metabolism. **c** Evaluating the conversion efficiency of malonyl-CoA to 3-HP. Two constitutive promoters (*pENO2* and *pTEF1*) and a xylose-responsive promoter (*pALD4*) were used to control the expression of *MCRN*. Promoter *pHXT7* was used to control the expression of *MCRCm*. For (**a**), strains were cultivated in a BioLector using a minimal medium with 2% glucose or xylose as the carbon source. For (**b**), strains were cultivated in a Growth Profiler using a minimal medium with 2% xylose as the carbon source. For (**c**), strains were cultivated in shake flasks using a minimal medium with 2% xylose as the carbon source. All data represent the mean derived from *n* = 3 biologically independent samples, with error bars indicating the standard deviation. Source data are provided as a Source Data file.

Natural systems tend to favor regulons, or nutrient-responsive gene regulations that manage numerous cellular functions, such as nutrient-assimilation pathways, which are critical for cell survival and growth. For example, previous research has shown that regulon-controlled expression of galactose catabolic genes supports higher growth rates compared to their constitutive expression^20^. To explore whether employing xylose-responsive promoters for controlling the expression of catabolic genes could likewise boost xylose utilization efficiency, we substituted the promoters of XI, a pivotal step in controlling xylose assimilation^14^, with *pADH2* and *pSFC1*, two xylose-responsive promoters with strong and moderate strength, respectively. Upon assessing cell growth, we found that *pADH2*-controlled XI resulted in faster cellular growth compared to the use of the constitutive promoter *pTEF1*, thereby demonstrating the advantage of using xylose-responsive promoters (Fig. 2b).

### Optimizing the 3-HP bioconversion module

Next, to reflect the strength of the metabolic flux from xylose through central carbon metabolism to acetyl-CoA, it is crucial to channel this intermediate towards a designated product. While the choice of such a product must (1) circumvent the introduction of highly regulated metabolic pathways, such as fatty acid or terpene biosynthesis, and (2) avoid the requirement for several intermediate metabolites, such as flavonoid synthesis (Supplementary Fig. 2). We therefore introduced a conversion module (Module I) to produce 3-HP (Fig. 1a), that was chosen due to its straightforward synthetic pathway from acetyl-CoA/malonyl-CoA.

In Module I, we reconstructed a 3-HP biosynthesis pathway by introducing the bifunctional enzyme MCR from *Chloroflexus aurantiacus*, which catalyzes the conversion of malonyl-CoA to 3-HP in two steps^21,22^, using malonate semialdehyde as an intermediate (Supplementary Fig. 3a). The incorporation of MCR in a plasmid resulted in the production of 74 mg/L of 3-HP from 20 g/L of xylose (Supplementary Fig. 3b). Next, to optimize Module I, we utilized glucose as the carbon source. This simplified the genetic manipulation steps by eliminating the need to consider xylose metabolism and also provided an opportunity to compare the performance of these two carbon sources. Previous research has indicated that splitting MCR into McrN and McrC components could improve enzyme activity, while a mutated form of McrC (McrCm) further boosted 3-HP production in *Escherichia coli*^23^. Applying these approaches, we observed consistent outcomes across the engineered yeast strains, resulting in a 3-HP level of up to 1.2 g/L (Supplementary Fig. 3c). However, this splitting strategy challenges the commonly observed benefit of protein fusion strategy to facilitate substrate trafficking^24,25^. To investigate this anomaly, we aggregated McrN and McrCm into three different fusion forms, including the wild-type form (McrN-Cm) and two linker-based fusions (McrN-linker-McrCm and McrCm-linker-McrN). However, none of these constructions increased 3-HP production, suggesting that physical proximity does not necessarily facilitate substrate trafficking between these two catalytic components (Supplementary Fig. 3c). Moving forward, to create a stable conversion module capable of incorporating generated acetyl-CoA, we integrated the McrN-Cm gene into the chromosome XI-3 locus. Unexpectedly, reducing the copy number of McrN-Cm led to a significant decrease in the yield of 3-HP, falling to 116 mg/L from 20 g/L of glucose. Subsequently, we fine-tuned the ratio of these two components by controlling McrN with 5 different promoters of varying strengths. This strategy successfully increased the yield of 3-HP to 2.1 g/L when McrN was regulated by the *pENO2* promoter and McrCm was controlled by the *pHXT7* promoter (Supplementary Fig. 4), which emphasized the balance between these two catalyzing components.

When the xylose metabolic pathway was introduced into the best producing strain on glucose, there was a dramatic decrease in 3-HP production in xylose medium (Fig. 2c). Interestingly, when we substituted the McrN promoter with *pTEF1*, we observed a 1.2-fold increase in 3-HP levels, a pattern distinct from that observed on glucose (Fig. 2c and Supplementary Fig. 4). Next, given the demonstrated benefits of the xylose-responsive promoter in enhancing xylose utilization (Fig. 2b), we replaced the promoter of McrN with *pALD4* (strain R30c), resulting in a 92% improvement in 3-HP levels compared to those achieved with the McrN promoter using *pTEF1* (Fig. 2c). With this optimized 3-HP converting module on xylose, we proceeded to improve the metabolic flux through the central carbon pathway from xylose.

### Engineering global TFs to enhance the metabolic flux through central carbon metabolism

Control over the flux through central carbon metabolism requires amplifying the activities of numerous enzymes within this pathway to achieve an increase in flux. A potential strategy to bypass this issue could involve the engineering of regulatory networks that govern central carbon metabolism. It is important to note that the cell’s central carbon metabolism varies across different carbon sources through changing the expression of specific TFs^26^. Numerous studies have demonstrated that when *S. cerevisiae* strains metabolize xylose, they perceive it as a non-fermentable carbon source, consequently triggering an aerobic respiratory metabolism^27–29^. However, the metabolic flux that transforms xylose into acetyl-CoA through glycolysis and the pyruvate branching pathway is close to the yeast’s fermentation metabolism on glucose (Supplementary Fig. 2). Therefore, to increase the metabolic flux from xylose to acetyl coenzyme A, we propose engineering TFs to simulate the metabolic state of central carbon metabolism typically observed when glucose is the carbon source.

To identify TFs that govern glucose metabolism, we undertook a differential TF analysis. During this analysis, we considered two sets of input data: (1) the entire genomic catalog of yeast genes, and (2) a subset of genes crucially linked to central metabolism (Fig. 3a). This subset included genes related to glycolysis, gluconeogenesis, the tricarboxylic acid (TCA) cycle, the pentose phosphate pathway (PPP), oxidative phosphorylation, respiration metabolism, pyruvate metabolism, the glyoxylate cycle, as well as carbon transport and metabolism. By integrating the transcriptional differences of genes under glucose and xylose conditions, along with their regulatory network interactions with transcription factors, we scored 150 and 125 TFs, respectively (Supplementary Data 6 and 7). The top 10 TFs that were significantly up-regulated and the top 10 TFs that were significantly down-regulated are presented in Fig. 3b. Interestingly, half of the enriched TFs were shared for both inputs, implying that the regulatory shifts in yeast cells on glucose and xylose mainly involve central carbon metabolism. Next, we checked the changes in these TFs’ expression levels on glucose and xylose. 

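Among genes for transcription factors (TFs), *CAT8*, *SIP4*, *ADR1*, *HAP4* and *INO2* rose on xylose against glucose, and *MIG2*, *TYE7*, *GCR1*, *HAC1* and *MBP1* fell. *CAT8* (YMR280C), an activator of gluconeogenic genes, averaged 84.2 ± 2.13 CPM on xylose and 13.9 ± 0.594 CPM on glucose (SD, n = 3 each; log2 fold change 2.60, SE 0.20, adjusted p = 5.28e-12). Its relative *SIP4* rose by 2.87 (SE 0.22), *ADR1*, an activator of *ADH2* and peroxisomal genes, by 2.41 (SE 0.21) and *HAP4*, the regulated subunit of the respiratory activator, by 1.62 (SE 0.11) on the log2 scale. *INO2*, of phospholipid synthesis, rose by 0.44 (SE 0.12). *MIG2*, a glucose repressor, fell most (log2 fold change -2.15, SE 0.29, adjusted p = 5.72e-07), followed by the glycolytic activators *TYE7* (-1.13, SE 0.22) and *GCR1* (-0.72, SE 0.14), then *HAC1* (-0.50, SE 0.10) and *MBP1* (-0.19, SE 0.059). Of the 30 TFs of Fig. 3b, 5 rose, 5 fell and 20 did not pass the test, among them the glycolytic activators *GCR2* and *RAP1* and, of non-fermentable carbon or respiration, *RDS2*, *HAP2* and *OAF1*. The sign of the change in transcript was that of the TF's activity score for 21 of the 30, or 70% (2-sided exact binomial test, p = 0.0428). Among the 10 TFs that passed, 8 had the sign of the score (exact binomial p = 0.109). Without glucose replicate 1, 19 of the 30 had it (exact binomial p = 0.2), and 20 had it with the replicate number as a block, or without glucose replicate 2 or xylose replicate 1 or 3 (exact p = 0.0987 each). The study scored these TFs from the same libraries, so that the 2 measures are not independent.

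**Figure D3:**
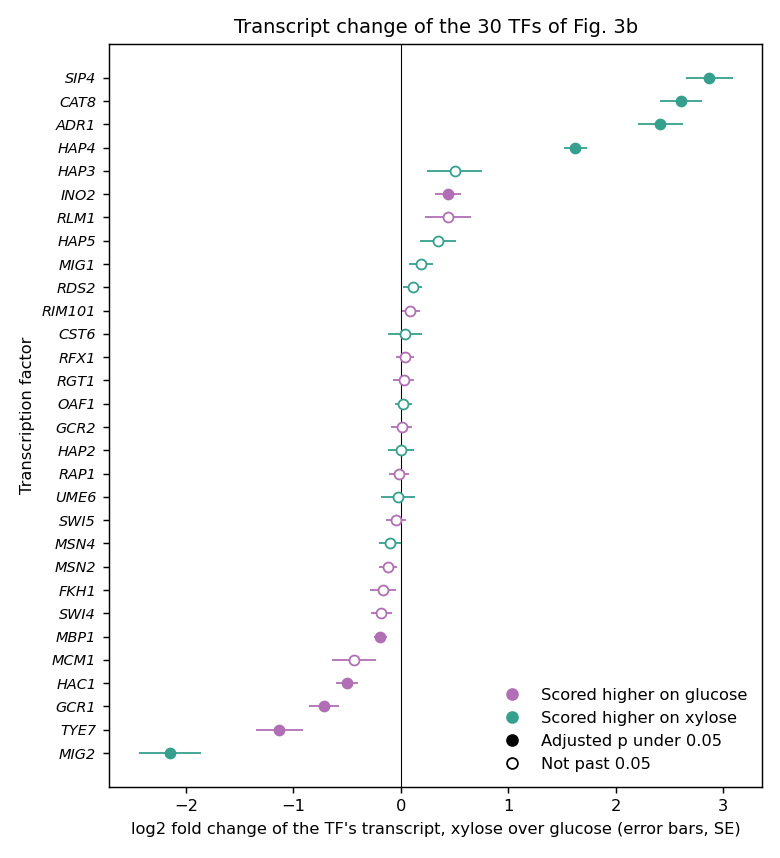
Log2 fold change of transcript on xylose over glucose, with its SE, for 30 TFs, coloured by whether the TF scored higher on glucose or on xylose, with filled points for an adjusted p under 0.05. Among the 10 filled points, *SIP4* is highest at 2.87 and *MIG2* lowest at -2.15.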

We then selected those TFs whose observed shifts in expression levels aligned with the up- and down-regulation patterns identified from our reporter TF analysis for overexpression or deletion (Fig. 3b). Ultimately, we tested 18 TFs and found that overexpressing *MBP1*, *GCR1*, and *GCR2* enhanced the flux towards 3-HP production from 11% to 22% compared to the control strain (Fig. 3c). Meanwhile, deleting *SIP4* and *Mig1* increased the flux through the central pathway by 9% and 11%, respectively (Fig. 3d). Notably, the removal of genes related to the HAP complex, a significant regulator of respiratory gene expression, severely reduced the flux towards 3-HP production as well as cellular growth (Fig. 3d and Supplementary Fig. 5b), suggesting the necessity for meticulous regulation of cellular respiration.

**Fig. 3:**
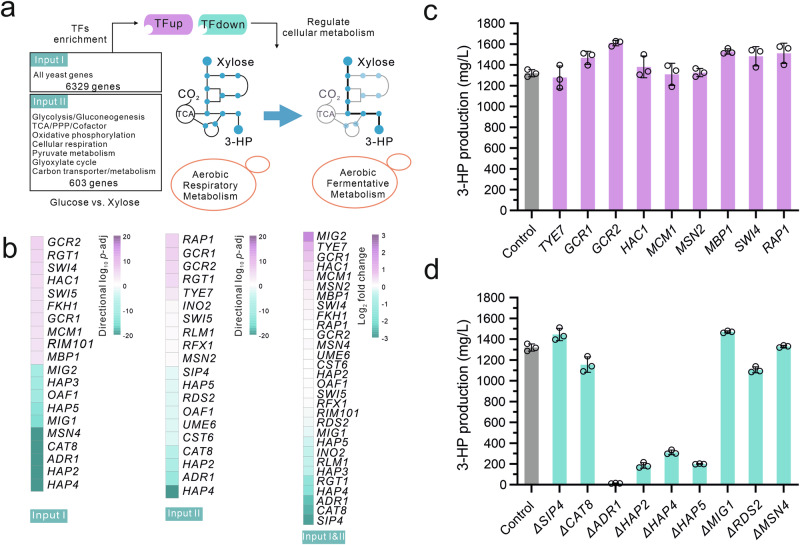
Engineering global TFs to increase metabolic flux through central carbon metabolism. **a** Schematic illustrating TF analysis. To shift from’Aerobic Respiratory Metabolism’ to ‘Aerobic Fermentative Metabolism’ when using xylose, a TF analysis was conducted. This analysis utilized two sets of input data: the comprehensive yeast genome, encompassing 6329 genes (input I), and a subset of 603 genes related to central metabolism (input II). **b** The top 10 enriched TFs in both the upregulated and downregulated classes were identified using either gene input I or input II. Expression levels of the 30 overlapping TFs from inputs I and II were documented. *p*-adj (adjusted *p*-values, calculated by the Benjamini–Hochberg method). **c** Experimental validation of the significantly upregulated TFs via gene overexpression. **d** Experimental validation of the significantly downregulated TFs via gene deletion. For (**c**) and (**d**), strain R30c was used as the control. Strains were grown in a minimal medium with 2% xylose as the sole carbon source. For (**c**) and (**d**), all data represent the mean derived from *n* = 3 biologically independent samples, with error bars indicating the standard deviation. Source data are provided as a Source Data file.

Further investigation revealed that the combined overexpression of *MBP1*, *GCR1*, and *GCR2* enhanced 3-HP production by 29% (Supplementary Fig. 6). This moderate boost in 3-HP production suggests that improving the flux through engineering of a set of TFs is a challenging task. Given glucose’s significant advantage over xylose in synthesizing acetyl-CoA through central metabolism, this benefit is fundamentally attributed to two crucial regulatory mechanisms present under glucose conditions: the carbon catabolite repression (CCR) effect^30^ and the Crabtree effect^31^. These mechanisms, which are less pronounced under xylose conditions, primarily involve glycolysis, mitochondrial metabolism, and pyruvate dehydrogenase (PDH) bypass. Consequently, we have divided the metabolic pathway from xylose to acetyl-CoA into three distinct modules: the glycolysis module, the mitochondrial module, and the PDH bypass module (Fig. 1a). Our next step was to systematically deregulate each module, thereby promoting metabolic flux through the central pathway and directing the flux toward 3-HP production.

### Deregulation of glycolysis module

Previous studies demonstrated that, in contrast to glucose, xylose does not fully activate the CCR response in *S. cerevisiae*, resulting in diminished carbon flux through the glycolytic pathway^29,32^. However, optimizing the glycolytic pathway poses a formidable challenge, as it represents one of the most complex and tightly regulated routes within the central metabolic pathways^33^. To mitigate this regulatory structure and increase the flux through glycolysis, we executed the following major modifications: (1) blocking gluconeogenesis and the glyoxylate cycle, (2) increasing the expression levels of glycolytic enzymes, (3) integrating glycolytic enzymes from E. coli, (4) expressing key mutated enzymes in glycolysis, and (5) engineering effector and cofactor metabolism.

Considering the differential CCR response on glucose and xylose, we first analyzed the transcriptional levels of central carbon metabolism-related genes under both conditions (Supplementary Fig. 7). 

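Between glucose and xylose, most genes of glycolysis fell and every gene of the glyoxylate cycle rose. Of 17 glycolysis genes, 12 fell and 1 rose, with a median log2 fold change of -0.65. The largest decreases were in isozymes, *TDH1* (log2 fold change -3.08, SE 0.34, adjusted p = 1.17e-08) and *TDH2* (-1.77, SE 0.17) of glyceraldehyde-3-phosphate dehydrogenase and *ENO1* (-1.45, SE 0.29) of enolase. *HXK1*, the hexokinase that glucose represses, was the gene that rose, from 189 ± 11.6 CPM on glucose to 856 ± 30.1 CPM on xylose (SD, n = 3 each; SE 0.20, adjusted p = 5.79e-10). *TDH3* had a log2 fold change of -0.47 (SE 0.19, adjusted p = 0.0559) and passed in all but 8 of 18 other settings. Of 6 gluconeogenesis genes, 3 rose and 1 fell. *FBP1* (YLR377C), fructose-1,6-bisphosphatase, averaged 368 ± 26 CPM on xylose and 1.49 ± 0.293 CPM on glucose (log2 fold change 7.93, SE 0.31, adjusted p = 1.68e-18). *PCK1*, phosphoenolpyruvate carboxykinase, rose by 6.72 (SE 0.29) and the cytosolic malate dehydrogenase *MDH2* by 2.81 (SE 0.25) on the log2 scale. The malic enzyme gene *MAE1* fell (-0.35, SE 0.13, adjusted p = 0.0373), a call lost in 3 of 18 other settings. The adjusted p of *MAE1* in them ran from 5.68e-09, in a fit of the compared groups alone, to 0.0674. *PYC1* and *PYC2* did not pass. All 8 glyoxylate cycle genes rose, with a median log2 fold change of 3.86. *MLS1* (YNL117W), malate synthase, averaged 1203 ± 93.6 and 5.41 ± 0.586 CPM on the respective sugars (log2 fold change 7.79, SE 0.29, adjusted p = 6.44e-19), and *ICL1*, isocitrate lyase, rose by 5.91 (SE 0.27), the succinate-fumarate carrier *SFC1* by 7.51 (SE 0.27) and the cytosolic isocitrate dehydrogenase *IDP2* by 4.91 (SE 0.16). *CIT2*, the peroxisomal citrate synthase, changed least, by 0.41 (SE 0.16, adjusted p = 0.0437), a call lost in 11 of 18 other settings. The adjusted p of *CIT2* in them ran from 3.52e-08, in a fit of the compared groups alone, to 0.202. Adjusted over the list alone, 13 glycolysis genes fell and 1 rose, and the other counts were the same. Against all other genes, the lists shifted with adjusted p = 1.43e-05 for glycolysis, 0.0061 for gluconeogenesis and 1.8e-10 for the glyoxylate cycle, or adjusted p = 0.192, 0.0864 and 0.0118 with an estimated correlation.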

Our results indicated that when xylose was the carbon source, genes involved in glycolysis were downregulated, while those involved in gluconeogenesis and the glyoxylate cycle were upregulated, compared to their expression on glucose. Additionally, we examined the transcriptional levels when using ethanol, a fully gluconeogenic carbon source requiring flux through the reverse glycolytic direction. We found that, compared to their expression on ethanol, the genes involved in glycolysis were upregulated, and those involved in gluconeogenesis and the glyoxylate cycle were downregulated. These findings suggest that when cells grow on xylose, enzymes from both the gluconeogenic and glycolytic pathways are active and operate in opposite directions, potentially leading to futile cycling (Fig. 4a). 

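Against ethanol, most glycolysis genes rose on xylose, with exceptions among isozymes, and the gluconeogenesis and glyoxylate genes that had risen against glucose lay between the levels of the other carbon sources. *FBP1* averaged 4735 ± 174 CPM on ethanol (SD, n = 3; log2 fold change -3.69, SE 0.22, adjusted p = 1.08e-14 for xylose over ethanol), and *PCK1* fell by 3.27 on the log2 scale (SE 0.24). Of the 6 gluconeogenesis genes, 4 fell, *PYC1* (-1.30, SE 0.16) and *MDH2* (-1.04, SE 0.24) being the others, while *PYC2* (0.77, SE 0.078) and *MAE1* (0.76, SE 0.13) rose. All 8 glyoxylate cycle genes fell, with a median log2 fold change of -1.36. *MLS1* averaged 7124 ± 626 CPM on ethanol, with a log2 fold change of -2.57 (SE 0.22), and *ICL1* had one of -1.93 (SE 0.22). Of the 17 glycolysis genes, 13 rose and 4 fell, with a median of 0.60. *ENO2* (log2 fold change 2.99, SE 0.14, adjusted p = 1.26e-16), *HXK2* (2.94, SE 0.12) and *CDC19* (1.05, SE 0.11) were among those that rose. The 4 that fell were *TDH1* (-3.12, SE 0.34), *GLK1* (-2.08, SE 0.22), *ENO1* (-1.40, SE 0.29) and *PYK2* (-0.93, SE 0.20). The counts adjusted over the list alone were the same. Set against all other genes, the adjusted p was 0.0353 for glycolysis, 0.299 for gluconeogenesis, which did not pass, and 0.000768 for the glyoxylate cycle, or adjusted p = 0.588 for glycolysis and 0.304 for the glyoxylate cycle with an estimated correlation. From the directions of both comparisons, the paper proposes that enzymes of glycolysis and gluconeogenesis run against each other on xylose and may form futile cycles (Fig. 4a).

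**Figure D4:**
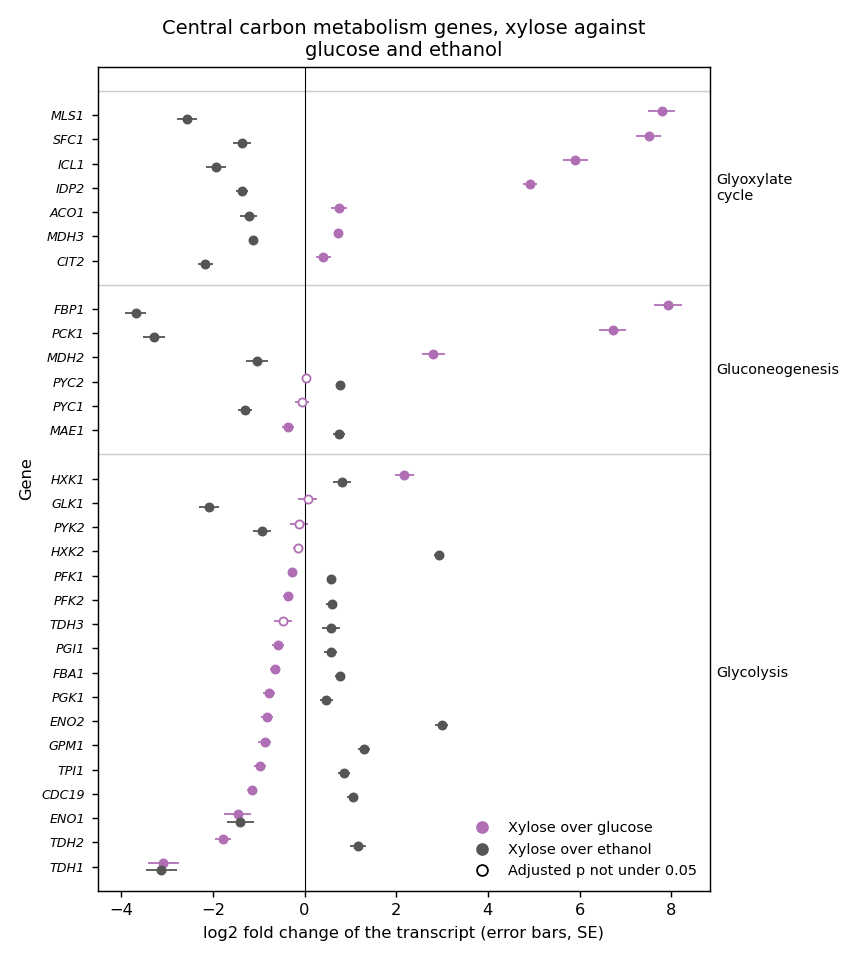
Log2 fold change with its SE for genes of glycolysis, gluconeogenesis and the glyoxylate cycle, for xylose over glucose (purple) and xylose over ethanol (grey), with open points for an adjusted p of 0.05 or more. *MDH2*, a member of the gluconeogenesis and glyoxylate lists, is drawn under gluconeogenesis only. All 8 glyoxylate cycle genes, with *MDH2* among them, lie above 0 in purple and below 0 in grey.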

To validate this, we proceeded to delete 6 genes involved in the gluconeogenesis pathway and the glyoxylate cycle (Fig. 4a). The deletion of *PCK1* and *FBP1*, which are involved in the gluconeogenesis pathway, led to a significant increase in 3-HP production (*P* < 0.05). In contrast, deleting *MLS1* and *CIT2*, which are associated with the glyoxylate cycle, resulted in a decrease in 3-HP production (Fig. 4b). This suggests that while the gluconeogenesis pathway contributed somewhat to futile cycling, the glyoxylate cycle did not.

**Fig. 4:**
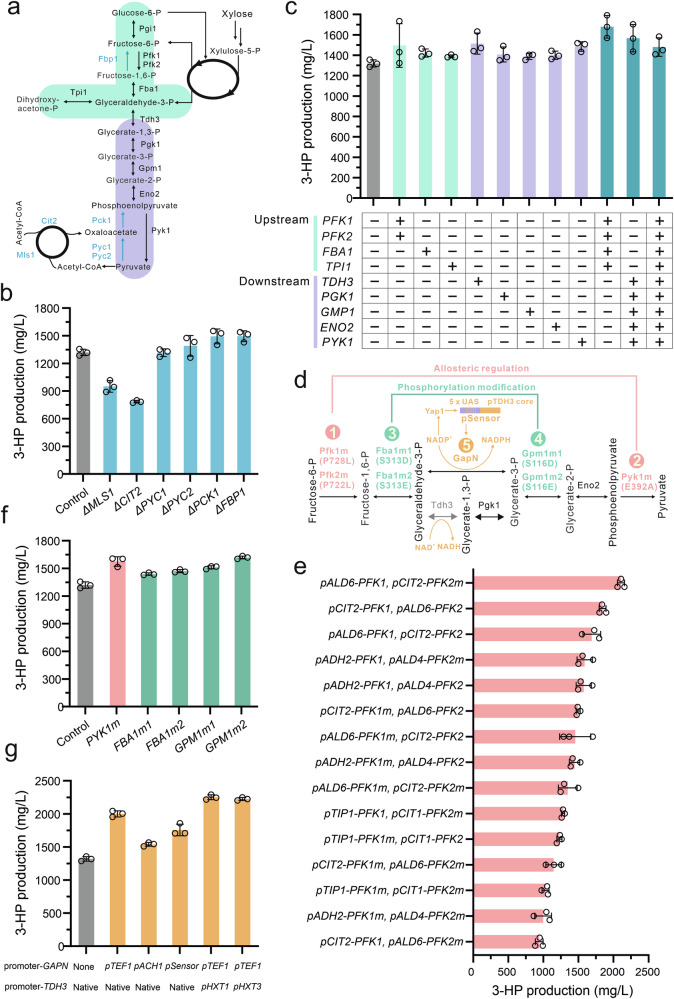
Deregulation of glycolysis module. **a** Schematic illustration of the gluconeogenesis and glycolysis pathways. The gluconeogenesis pathway is marked in blue, while the linear glycolytic pathway is divided into ‘upstream glycolysis’ (green) and ‘downstream glycolysis’ (purple). **b** Deletion of 6 individual genes within the gluconeogenesis pathway. **c** Single and combinatorial overexpression of 9 genes within the glycolysis pathway. **d** Schematic depicting the mutated enzyme within the glycolysis pathway. Two allosterically regulated enzymes, Pfk1/2 and Pyk1, are highlighted in pink, while two phosphorylation-modified enzymes, Fba1 and Gpm1, are shown in green. The NADPH biosensor is marked yellow. **e** Regulation of Pfk1 and Pfk2, or their mutant versions, affects the flux through glycolysis. **f** Overexpression of mutated Pyk1, Fba1, and Gpm1. **g** Engineering of the cofactor metabolism for NADPH and NADH within the glycolysis pathway. Enzymes shown in the pathways: Mls1 malate synthase, Cit2 citrate synthase, Pyc1/2 pyruvate carboxylase, Pck1 phosphoenolpyruvate carboxykinase, Fbp1 fructose-1,6-bisphosphatase, Pgi1 phosphoglucose isomerase, Tdh3 glyceraldehyde-3-phosphate dehydrogenase, Pgk1 3-phosphoglycerate kinase, Eno2 phosphopyruvate hydratase. See Fig. 1 and its accompanying legend for details on other enzyme information. For (**b**, **c**) and (**f**, **g**), strain R30c was used as the control. All strains were cultivated in a minimal medium containing 2% xylose as the sole carbon source. All data presented in this figure represent the mean from *n* = 3 biologically independent samples, with error bars indicating the standard deviation. Source data are provided as a Source Data file.

Next, to identify the pivotal steps that significantly influence glycolytic flux, we initially assessed the expression levels of glycolytic enzymes. As illustrated in Fig. 4a, we divided the linear glycolytic pathway into two segments: ‘upstream glycolysis’, which spans from fructose-6-phosphate to glyceraldehyde-3-phosphate, and ‘downstream glycolysis’, which extends from glyceraldehyde-3-phosphate to pyruvate. We then evaluated the impact of each step on regulating metabolic flux through glycolysis by overexpressing the corresponding gene for each step in the pathway. The overexpression of these genes resulted in a modest enhancement of 3-HP yield, with the most significant improvement being a 13% increase observed by the overexpression of *PYK1* (Fig. 4c). Additionally, the combinational overexpression of 4 genes (*PFK1*, *PFK2*, *FBA1*, and *TPI1*) from ‘upstream glycolysis’ resulted in a 27% improvement in 3-HP production, while the simultaneous overexpression of five genes (*TDH3*, *PGK1*, *GMP1*, *ENO2*, and *PYK1*) from ‘downstream glycolysis’ led to a 19% increase. Interestingly, the co-overexpression of all nine genes surprisingly resulted in a decrease in 3-HP synthesis compared with overexpressing either the upper or lower glycolytic enzymes alone, indicating that a balanced interplay between the upstream and downstream glycolysis is crucial (Fig. 4c).

Previous research has shown that in yeast, thermodynamically favored enzymes, such as phosphofructokinase (Pfk1 and Pfk2), fructose bisphosphatase (Fba1), phosphoglycerate mutase (Gpm1), and pyruvate kinase (Pyk1), undergo extensive post-translational modifications in yeast^34^. These modifications play an important role in modulating their enzymatic activities and, consequently, the glycolytic flux. To circumnavigate the complications arising from the regulation of endogenous enzymes, we opted to introduce enzymes from *E. coli* into yeast. The introduction of *fbaA*, *gpmA*, and *pykA* enhanced 3-HP production by 12%, 10%, and 19%, respectively. In contrast, the expression of *pfkA* resulted in a 25% reduction in 3-HP production, demonstrating a different regulation pattern of PFK in yeast (Supplementary Fig. 8).

An alternative approach to avoid endogenous enzyme modifications is to express enzymes with mutated regulation sites. To further explore the key regulatory steps within glycolysis, we focused on investigating the effects of modifications on these four enzymes. Among them, Pfk1 and Pyk1 are subject to allosteric regulation, while Fba1 and Gpm1 undergo phosphorylation modifications (Fig. 4d)^34–37^. A previous study demonstrated that a mutation in the enzyme Pfk1 (P728L) renders the enzyme capable of allosteric activation without requiring AMP or 2,6-bisphosphofructose^37^. The introduction of the P728L mutation into Pfk1 and/or its potential regulatory counterpart Pfk2 (P722L) (Supplementary Fig. 9) led to a decrease in 3-HP production compared to their respective wild-type versions (Fig. 4c, e). This unexpected result prompted us to hypothesize that the mutant site might have caused a disparity in the activities of the Pfk1 and Pfk2 subunits, thereby reducing the activity of the resulting heterotetramer. To test this hypothesis, we experimented with both promoter substitutions and mutation introductions. This approach resulted in 3-HP production varying from 0.9 g/L to 2.1 g/L, a 2.2-fold disparity (Fig. 4e), indicating that the PFK step serves as a crucial control point within the glycolytic pathway. Similarly, we overexpressed a mutated version of Pyk1 (E392A), which eliminated the cooperativity and allosteric regulation^36^, resulting in a 19% enhancement of 3-HP production (Fig. 4f). To further investigate whether the expression level of the mutant Pyk1 has an impact on glycolytic flux, we changed its promoter from *pPCK1* to *pTPI1*. This switch did not obviously alter 3-HP production (Fig. 4f and Supplementary Fig. 10), demonstrating that, unlike PFK, PYK is not a major regulatory point. In addition to allosteric regulation, phosphorylation modification serves as another vital and rapid form of metabolic regulation. Within the glycolytic pathway, Fba1 and Gpm1 are two enzymes that undergo a high degree of phosphorylation^34^, being modified at a singular locus. To explore whether negating the phosphorylation modification through point mutations on these two enzymes would substantially influence glycolytic flux, we proceeded to overexpress their mutated variants. Specifically, we substituted the modified serine residue with either aspartic acid or glutamic acid, consequently creating Fba1m1 (S313D), Fba1m2 (S313E), Gpm1m1 (S116D), and Gpm1m2 (S116E) (Fig. 4d). The two Fba1 mutant variants demonstrated comparable 3-HP synthesis yields to those observed when overexpressing the wild-type Fba1. Conversely, the two Gpm1 mutant variants resulted in a higher yield of 3-HP compared to overexpressing the wild-type Gpm1, with Gpm1m2 showing a 17% increase in yield relative to the wild type (Fig. 4c, f). These results suggest that phosphorylation acts as a negative regulator of Gpm1 in controlling its activity.

Beyond manipulating enzymes directly involved in glycolytic pathway, we also examined the impact of effectors, such as fructose-2,6-bisphosphate, and cofactors, including ATP and NADPH, on 3-HP synthesis. As fructose-2,6-bisphosphate is a powerful positive allosteric effector that activates glycolysis^38^, we overexpressed the key gene *PFK27* using a range of promoters with varying strengths, aiming to increase its levels while avoiding excessive amounts that could cause carbon loss. The results showed that, under the control of promoter *pARO9*, the production of 3-HP improved by 15% (Supplementary Fig. 11). Given that a reduction in intracellular ATP levels can boost glycolytic flux, we opted to add benzoate, a non-metabolizable weak acid whose transport can result in decreased cellular ATP levels (Supplementary Fig. 11a), to the xylose medium^39^. While the overall level of 3-HP did not increase with the addition of benzoic acid, the amount per unit of OD_600_ biomass was significantly elevated (Supplementary Fig. 11b, c), suggesting a potential increase in flux through the glycolytic enzymes. This was further evidenced by the production of 0.8 g/L acetate when 16 mM benzoic acid was added (Supplementary Fig. 11d). NADH levels are another crucial factor influencing glycolytic flux^40^. However, since NADPH plays a significant role in the synthesis of 3-HP, we aimed to strike a balance between reducing NADH levels while simultaneously increasing NADPH levels to optimize the production of 3-HP. This was achieved by introducing a NADP^+^-dependent glyceraldehyde 3-phosphate dehydrogenase (GapN)^41^, which was regulated using either the *pTEF1* and *pACH1* promoters or a constructed biosensor promoter designed to activate GapN expression when NADPH levels are low^42^. Interestingly, utilizing the *pTEF1* promoter to control GapN expression resulted in a maximum increase of 3-HP synthesis, with a 52% improvement compared to the control R30c (Fig. 4g). Additionally, substituting the native promoter of Tdh3, an enzyme responsible for generating intracellular NADH, with the glucose-responsive promoter *pHXT1*, further increased the production of 3-HP by 13% (Fig. 4g).

### Engineering pyruvate transporters to control carbon flux entering mitochondria

A notable characteristic of *S. cerevisiae* metabolism under aerobic conditions with an excess of glucose is the Crabtree effect, which diverts the carbon flux of pyruvate towards ethanol production^31^. This effect is often associated with low respiratory efficiency, a phenomenon attributed to glucose inhibition. When xylose was used as a carbon source, genes associated with ethanol synthesis were significantly downregulated, while those for ethanol consumption were upregulated, in comparison with glucose (Supplementary Fig. 13). Additionally, genes related to the TCA cycle and respiration were upregulated (Supplementary Fig. 14). These observations suggest that xylose does not exhibit a significant Crabtree effect. Instead, the increased activity of the TCA cycle and respiratory metabolism leads to carbon loss. Thus, to minimize the diversion of carbon into the mitochondria and instead direct the flux toward acetyl-CoA synthesis, we aimed to engineer the pyruvate transporter, a crucial gatekeeper for mitochondrial entry.

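The main genes for making ethanol fell on xylose against glucose, and some of those for using ethanol and acetate rose. *ADH1*, the main fermentative alcohol dehydrogenase, averaged 2391 ± 85.7 CPM on xylose and 4122 ± 245 CPM on glucose (SD, n = 3 each; log2 fold change -0.79, SE 0.18, adjusted p = 0.0008). *ADH5*, another alcohol dehydrogenase, fell by 0.70 on the log2 scale (SE 0.18). With *PDC1* and *PDC5*, 4 of 7 ethanol synthesis genes fell and none rose, and *PDC6*, *ADH3* and *ADH4* did not pass the test. Of 9 genes of ethanol and acetate consumption, 5 rose and none fell. Beside *ADH2*, these were the acetyl-CoA synthetase gene *ACS1* (YAL054C), at 1022 ± 121 CPM on xylose and 27.4 ± 2.99 CPM on glucose (log2 fold change 5.22, SE 0.30, adjusted p = 1.56e-14), the mitochondrial aldehyde dehydrogenase *ALD4* (3.19, SE 0.18), *ACH1* (2.48, SE 0.17), which transfers CoA to acetate, and the cytosolic aldehyde dehydrogenase *ALD6*. *ALD2*, *ALD3*, *ALD5* and *ACS2* did not pass, with log2 fold changes of -0.02, -0.27, 0.12 and 0.23. With the X058 xylose group precultured on ethanol, *ALD3* turned to 0.51 (adjusted p = 0.0121). Counts were the same adjusted over the list alone. Against other genes, the adjusted p was 0.0359 for ethanol synthesis and 0.000153 for consumption, or adjusted p = 0.122 and 0.0409 with an estimated correlation.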

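Nearly all genes of the TCA cycle and of respiration rose on xylose. Of 16 TCA cycle genes, 15 rose, with a median log2 fold change of 1.59, and *ACO2*, the minor aconitase, had a log2 fold change of -0.03 (SE 0.15, adjusted p = 0.909). *CIT3*, a mitochondrial citrate synthase, rose most (log2 fold change 3.42, SE 0.21, adjusted p = 4.97e-14). *SDH1*, *SDH2* and *SDH4*, of succinate dehydrogenase, followed, *SDH1* averaging 1607 ± 49 CPM on xylose and 234 ± 21.6 CPM on glucose (SD, n = 3 each) and *SDH2* rising by 2.35 (SE 0.088) on the log2 scale. All 38 respiration genes rose, with a median of 1.23. They were the 3 NADH dehydrogenase genes, 4 of complex II, 10 of complex III and cytochrome c, 8 of complex IV and 13 of ATP synthase. Changes ran from 0.77 (SE 0.09) for *COX13*, a subunit of cytochrome c oxidase, to 2.81 (SE 0.24) for *NDE2*, an external NADH dehydrogenase, and reached 1.81 (SE 0.16) for *ATP20* within ATP synthase. Of 5 pyruvate dehydrogenase complex genes, 2 rose and none fell. These 2 were *LPD1*, by 1.17 (SE 0.0645), and *PDX1*, by 0.17 (SE 0.0569) on the log2 scale. *PDA1*, *PDB1* and *LAT1* did not pass (adjusted p = 0.131, 0.124 and 0.0755). Counts adjusted over the list alone were the same for these lists. Compared with other genes, the adjusted p was 8.34e-17 for the TCA cycle and 5.5e-32 for respiration, and both calls held with an estimated correlation (adjusted p = 0.00313 and 0.000564). Pyruvate dehydrogenase had an adjusted p of 0.0359 (adjusted p = 0.311 with an estimated correlation).

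**Figure D5:**
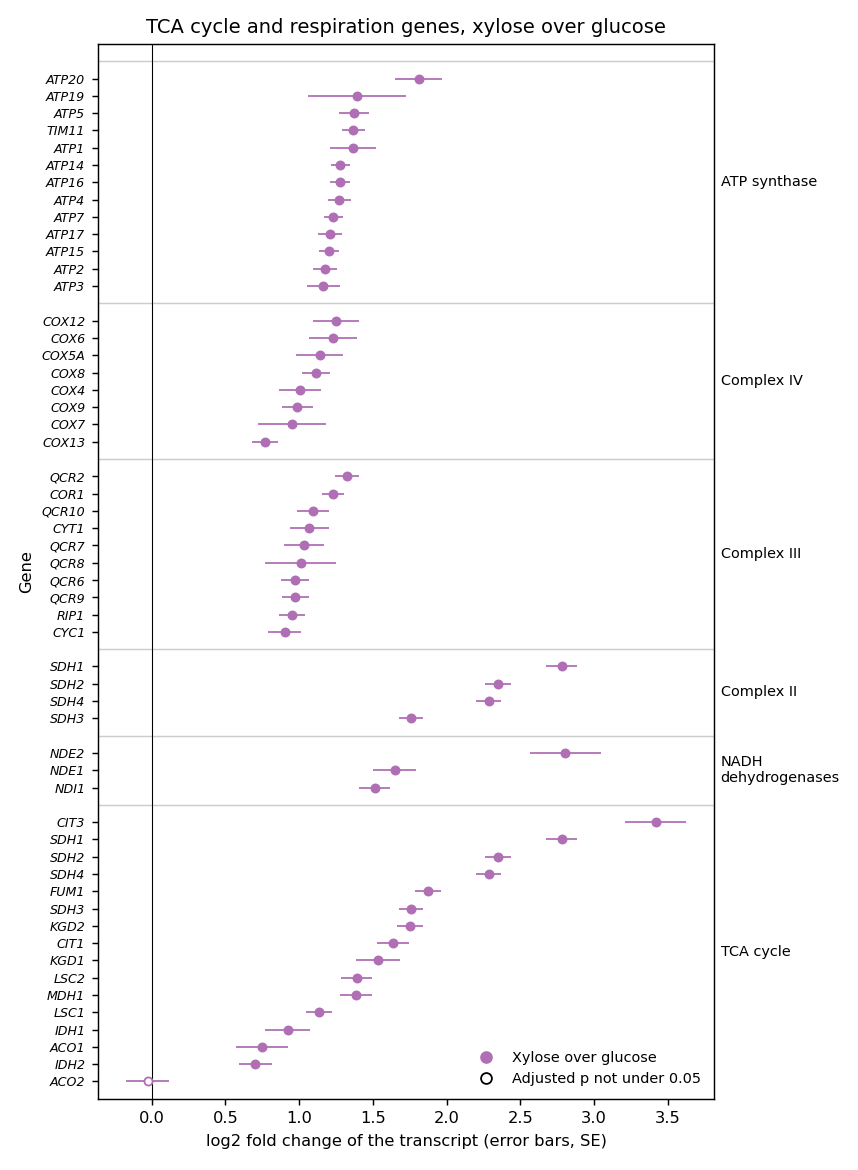
Log2 fold change on xylose over glucose with its SE for genes of the TCA cycle and of each respiratory complex, with *SDH1* to *SDH4* drawn under both and *CYC1*, of cytochrome c, under complex III. *ACO2* is the only open point, at an adjusted p of 0.909, and every other gene lies above 0.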

In *S. cerevisiae*, the mitochondrial pyruvate carrier (Mpc) facilitates the transport of cytoplasmic pyruvate into the mitochondria and is encoded by three genes: *MPC1*, *MPC2*, and *MPC3*^43^. These genes form two distinct transportation complexes: Mpc1-Mpc2 and Mpc1-Mpc3, referred to as MPC_FERM_ and MPC_OX_, respectively, with the latter exhibiting greater transport activity^44^. Concurrently, yeast cells selectively express these two complexes based on nutrient availability. Therefore, we first investigated the expression levels of these three genes in the presence of xylose. We observed a substantial decrease in *MPC2* transcripts and a significant increase in *MPC3* transcripts compared to glucose (Fig. 5a and Supplementary Fig. 13). Conversely, the transcript levels of *MPC2* and *MPC3* showed opposite trends when compared to ethanol (Supplementary Fig. 13). 

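*MPC2* and *MPC3*, alternative subunits of the mitochondrial pyruvate carrier, moved in opposite directions between glucose and xylose. *MPC2* (YHR162W), the subunit of the carrier used in fermentation, averaged 548 ± 31.6 CPM on xylose and 888 ± 38.6 CPM on glucose (SD, n = 3 each), a log2 fold change of -0.70 (SE 0.12, adjusted p = 2.03e-05). *MPC3* (YGR243W), the subunit used in respiration, averaged 394 ± 20.4 CPM on xylose and 91.7 ± 5.65 CPM on glucose, a log2 fold change of 2.10 (SE 0.27, adjusted p = 1.76e-07). *MPC1* (YGL080W), the subunit common to both forms, averaged 113 ± 5.29 and 77.3 ± 4.47 CPM, a log2 fold change of 0.55 (SE 0.21, adjusted p = 0.0423). For all 3 genes, the difference was larger than the spread between replicates, and the 3 libraries of each sugar did not overlap. The increase in *MPC1* did not pass in 11 of 18 other settings. Its adjusted p in them ran from 3.55e-10, in a fit of the compared groups alone, to 0.275.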

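On ethanol, *MPC2* averaged 289.5 ± 8.8 CPM and *MPC3* 996 ± 37.4 CPM (SD, n = 3), on the far side of the xylose levels from those on glucose. For xylose over ethanol, *MPC2* rose by 0.92 (SE 0.12, adjusted p = 7.30e-08) and *MPC3* fell by 1.34 (SE 0.26, adjusted p = 3.43e-05) on the log2 scale. *MPC1* averaged 149.6 ± 4.76 CPM on ethanol, and its log2 fold change of -0.40 (SE 0.21, adjusted p = 0.0889) did not pass edgeR's test.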

To determine the impact of *MPC2* on pyruvate transport, we employed a glucose-responsive promoter to regulate its expression but found no notable difference in 3-HP levels, indicating that *MPC2* doesn’t play a pivotal role in this process (Fig. 5b). Subsequently, we fine-tuned the expression of *MPC3* by utilizing a series of xylose-responsive promoters with relatively weaker strength compared to *pMPC3* (Fig. 2a), aiming to regulate mitochondrial pyruvate import. By employing the promoter *pARO9* to regulate *MPC3*, we successfully channeled more carbon flux towards acetyl-CoA formation, resulting in a 29% enhancement of 3-HP production relative to the parental strain R30c (Fig. 5b).

**Fig. 5:**
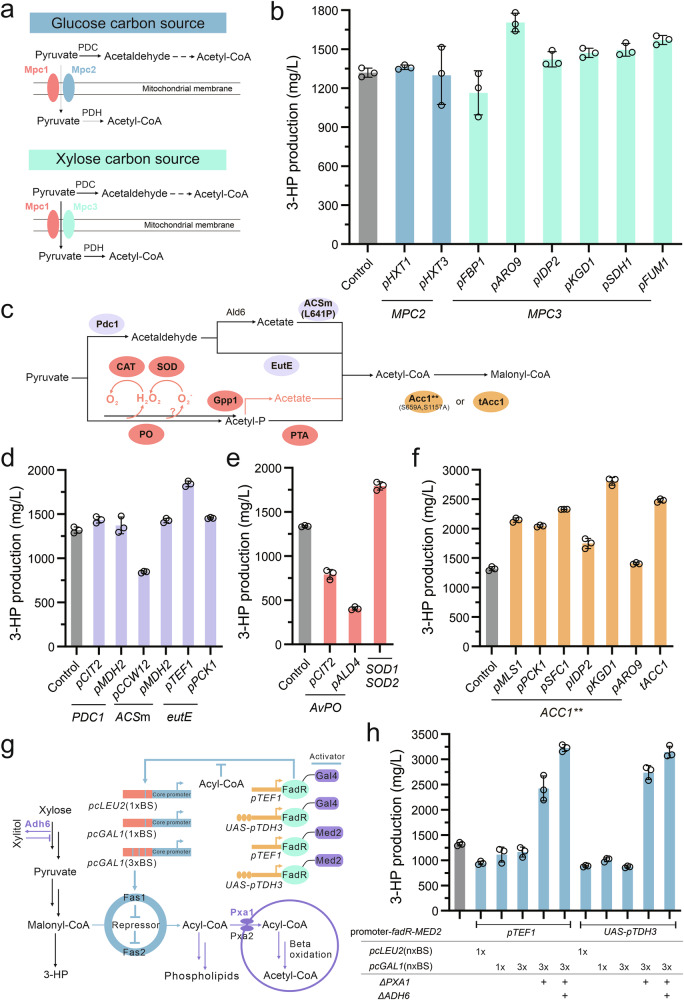
Reprogramming yeast cellular carbon metabolism through pyruvate node. **a** Schematic overview of the proposed polymerized forms of pyruvate transport proteins. Mpc1 and Mpc2 form the complete transporter when glucose is used as the carbon source. Whereas, when xylose is used, Mpc1 and Mpc3 combine to form the complete version. **b** Fine-tuning the expression of *MPC2* and *MPC3* using either glucose-responsive or xylose-responsive promoters. **c** Schematic overview of different metabolic pathways from pyruvate to malonyl-CoA. **d** Comparison of two distinct pyruvate-to-acetyl-CoA pathways that use acetaldehyde as an intermediate. **e** Introduction of a heterologous pyruvate-to-acetyl-CoA pathway that utilizes acetyl-phosphate as the intermediate. **f** Deregulation of acetyl-CoA carboxylase. **g** Schematic representation of fatty acyl-CoA biosensor construction. The acyl-CoA binding protein, FadR, was fused with either the transcriptional activator Gal4 or Med2. Either one or three binding sites (BS) for FadR were incorporated into the upstream region of the *pLEU2* or *pGAL1* core promoters. These engineered promoters then replaced the native promoter of Fas1. **h** Evaluation of 3-HP production with the constructed acyl-CoA biosensor. Enzymes shown in the pathways: Pdc1 pyruvate decarboxylase, Ald6 aldehyde dehydrogenase, ACSm acetyl-CoA synthetase mutant (L641P), CAT catalase-peroxidase, SOD superoxide dismutase, Gpp1 glycerol-3-phosphate phosphatase, Acc1** Acetyl-CoA carboxylase double mutant (S659A, L1157A), tAcc1 truncated Acc1, Ald6 aldehyde dehydrogenase, Pxa1 acyl-CoA transport. See Fig. 1 and its accompanying legend for details on other enzyme information. For (**b**), (**d**), (**f**), and (**h**), strain R30c was used as the control. For (**e**), strain R70, derived from strain R30c by deleting *GPP1*, was used as a control strain. All strains were cultivated in a minimal medium containing 2% xylose as the sole carbon source. All data presented in this figure represent the mean from 3 biologically independent samples, with error bars indicating the standard deviation. Source data are provided as a Source Data file.

### Redirecting carbon flux toward PDH bypass pathway

Considering attenuation of the Crabtree effect during xylose metabolism, the conversion of pyruvate into acetyl-CoA may be less efficient. In fact, the PDH bypass pathway is tightly regulated in yeast, thereby resulting in a controlled flux through this crucial metabolic route^45^. To tackle this issue, we employed various engineering strategies, including the overexpression or mutation of the regulated enzymes, introduction of exogenous pathways, and construction of new regulatable systems by introducing biosensors. These approaches were designed to (1) redirect the flux towards acetyl-CoA formation, (2) further drive the flux towards malonyl-CoA formation, and (3) autoregulate fatty acid accumulation.

In yeast, pyruvate is converted to acetyl-CoA in cytosol by three enzymes: pyruvate decarboxylase (PDC), aldehyde dehydrogenase (ALD), and acetyl-CoA synthetase (ACS) (Fig. 5c). Among them, only the transcription level of *PDC1* was relatively low when xylose was used as a carbon source, compared to glucose (Supplementary Fig. 13). Therefore, we overexpressed the *PDC1* gene under the control of promoters *pCIT2* and *pMDH2*. 

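The pyruvate decarboxylase genes *PDC1* and *PDC5* fell on xylose against glucose, and genes of the steps from acetaldehyde to acetyl-CoA rose or did not pass. *PDC1* (YLR044C), the main isozyme, averaged 4255 ± 259 CPM on xylose and 7018 ± 460.3 CPM on glucose (SD, n = 3 each; log2 fold change -0.72, SE 0.12, adjusted p = 2.23e-05). *PDC5*, a minor isozyme, averaged 11.8 ± 1.24 and 19.3 ± 0.948 CPM (log2 fold change -0.70, SE 0.22, adjusted p = 0.0107). With the other X058 xylose group from a glucose preculture, which the labels time in hours and not by OD600, the adjusted p of *PDC5* was 0.136, the highest of 18 other settings and the one setting in which it did not pass. *PDC6* had a log2 fold change of 0.49 (SE 0.36, adjusted p = 0.309). *ALD6*, the cytosolic aldehyde dehydrogenase of the bypass, rose by 0.82 (SE 0.17, adjusted p = 0.000274) on the log2 scale, and *ALD4* and *ACS1* rose as well. *ACS2*, the other acetyl-CoA synthetase, had an adjusted p of 0.198. The 7 genes as a list, 3 higher and 2 lower, did not pass against other genes (adjusted p = 0.134).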

The results indicated that using the *pCIT2* promoter led to a slight improvement in 3-HP production, with a 9% increase compared to the parental strain R30c (Fig. 5d), suggesting that PDC is not a main limiting step during this conversion. Furthermore, given that ACS is strictly regulated in yeast through acetylation, we introduced a variant of ACS (L641P) from Salmonella enterica to avoid regulatory inhibition by acetylation^46^. However, unexpectedly, overexpressing ACS (L641P) using the *pCCW12* promoter led to a reduction in 3-HP synthesis, highlighting the unpredictability of ACS in controlling acetyl-CoA production (Fig. 5d). To address this issue, we introduced the enzyme EutE from *E. coli*, which can directly convert acetaldehyde to acetyl-CoA^47^, resulting in a 40% improvement in 3-HP production compared to strain R30c. Next, to circumvent the native regulatory mechanisms of the complete PDH bypass pathway, we introduced pyruvate oxidase (PO) from *Aerococcus viridans* and phosphotransacetylase (PTA) from *Salmonella enterica* to enable the direct conversion of pyruvate to acetyl-CoA^48^, utilizing acetyl phosphate as an intermediate (Fig. 5c). As acetyl phosphate can be converted to acetate by the native glycerol-3-phosphate phosphatase (Gpp1)^47^, we subsequently deleted the GPP1 gene in the parental strain R30c, creating strain R70. Unexpectedly, the expression of PO and PTA in R70 resulted in a sharp decrease in 3-HP production and a reduced biomass formation (Fig. 5e and Supplementary Fig. 15c). We speculated that the generation of H_2_O_2_ during the catalysis process could be the potential reason. However, the overexpression of either native or exogenous catalases, which play a role in H_2_O_2_ detoxification, failed to restore the biomass and 3-HP levels (Supplementary Fig. 15b, c). This result led us to hypothesize that additional types of oxide molecules might have been generated in addition to H_2_O_2_. To investigate this possibility, we overexpressed several other antioxidant genes^49^, namely *AHP1*, *CCP1*, *YAP1*, *SOD1*, and *SOD2*. Of the genes tested, the simultaneous overexpression of *SOD1* and *SOD2*, which are responsible for detoxifying superoxide, restored biomass formation and resulted in a notable enhancement of 3-HP production, with a 34% improvement observed compared to strain R70 (Fig. 5e and Supplementary Fig. 15b, c).

The conversion of acetyl-CoA to malonyl-CoA is catalyzed by acetyl-CoA carboxylase Acc1, the transcription of which is meticulously regulated by TFs, and the activity of which is primarily controlled through phosphorylation^50^. Previous attempts to eliminate phosphorylation regulation by substituting two serine residues (S659 and S1157) in Acc1 with alanine led to a substantial increase in fatty acid production^51^. To deregulate Acc1 and optimize its expression level when grown on xylose, we expressed the modified Acc1 (S659A and S1157A) using various xylose-responsive promoters. Our results demonstrated that utilizing promoter *pKGD1* resulted in the most notable increase in 3-HP production, showing a 1.1-fold enhancement compared to the parental strain R30c (Fig. 5f). Although the point-mutated Acc1 led to a vast improvement, there was a reported risk of back mutations to its wild-type form. Consequently, we attempted an alternative approach, in which the regulatory loop of Acc1, spanning residues S1137 to S1170, was substituted with a flexible linker (GGGG) to prevent phosphorylation modifications^52^. This approach resulted in an 88% elevation in 3-HP production compared to the R30c strain.

As a crucial connector between central carbon metabolism and fatty acid synthesis, fatty acid synthase, comprised of Fas1 and Fas2, is stringently regulated within yeast cells. Fas1 and Fas2 undergo co-regulation at the transcriptional level by general transcription factors including Reb1, Rap1, and Abf1, as well as the phospholipid-specific heterodimeric activator Ino2/Ino4^53,54^. Additionally, the expression of Fas2 is positively autoregulated by the level of Fas1^55^. To navigate the native complex regulation and minimize the overflow of carbon flux into fatty acid synthesis, we built a regulatable system that utilizes biosensors to detect cellular levels of fatty acyl-CoA (Fig. 5g). In this biosensor system, we fused the Gal4 activation domain and the yeast transcriptional mediator Med2 separately with FadR, which is responsive to cellular acyl-CoA levels^56^, thereby creating two synthetic activators (Fig. 5g). The expression of these activators was regulated by either the promoter *pTEF1* or *UAS-pTDH3*, aiming to fine-tune their expression levels. Additionally, we inserted 1 or 3 binding sites (BSs) for FadR into the upstream region of the *pLEU2* and *pGAL1* core promoters. These modified promoters were subsequently utilized to control the expression of Fas1. Through this design, the fused FadR activator binds to the BSs in the modified promoters to activate Fas1 expression when acyl-CoA levels are low. Conversely, as the levels of acyl-CoA increase, the activator dissociates from the promoter, deactivating transcription and consequently downregulating Fas1 expression. Unexpectedly, integrating this biosensor system resulted in lower 3-HP production (Fig. 5h and Supplementary Fig. 16a), likely due to the low levels of acyl-CoA accumulation. In response, we knocked out the *PXA1* gene, which is essential for importing acyl-CoA into peroxisomes. This modification significantly increased 3-HP production, with the most notable improvements observed when the FadR-Med2 activator was expressed in conjunction with the modified *pGAL1* promoter containing three binding sites (Fig. 5h and Supplementary Fig. 16a). Notably, we observed a sharp increase in xylitol levels in these engineered biosensor strains (Supplementary Fig. 16a, e). Our previous research uncovered a connection between the expression of Adh6 and fatty acid metabolism, with Adh6 playing a pivotal role in xylitol formation. This finding was further corroborated by the increase in xylitol levels when we downregulated the expression of Fas1 (Supplementary Fig. 16b, c). Following the deletion of Adh6 from the engineered biosensor strain, the xylitol level decreased, and the 3-HP level reached 3.1 g/L, representing a 1.4-fold enhancement compared to strain R30c (Fig. 5h and Supplementary Fig. 16e).

### Combination of the strategies to enhance the flux toward 3-HP and flaviolin formation

After investigating the deregulated steps within the central metabolic pathway, we subsequently integrated these deregulation strategies with the goal of channeling more carbon flux towards 3-HP production (Fig. 6a). Initially, by deleting the *FBP1* and *PCK1* genes from the gluconeogenic pathway in strain R30c, we enhanced 3-HP production by 34% (Fig. 6b). Following this, we overexpressed the mutated genes in the glycolytic pathway, including *PYK1m*, *GPM1m2*, and *FAB1m1*, resulting in strain RC04p, which exhibited an additional 31% increase in 3-HP production. Furthermore, the introduction of *gapN* into RC04p led to the creation of strain RC05p, which displayed a further 24% improvement in 3-HP yield compared to strain RC04p. Interestingly, while the overexpression of wild-type *PFK1* together with mutated *PKF2m* in RC05p decreased the 3-HP yield, the same combination in RC04p led to an 8% increase in 3-HP yield compared to strain RC04p, suggesting a potential link between PFK and cofactor metabolism. Subsequently, we co-overexpressed three TFs, namely *GCR1*, *GCR2*, and *MBP1*, and observed a slight increase in 3-HP production. A similar outcome was noted when we downregulated *MPC3* expression using the *pIDP2* promoter, indicating a potential limitation in the downstream pathway. To test this, we introduced an additional copy of *MCRN* and *MCRCm* into strain RC05p, resulting in strain RC05Bp, which exhibited a 29% increase in 3-HP production. Further downregulation of *MPC3* expression in RC05Bp generated strain RC10Bp, which led to an additional 12% increase in 3-HP production. We then introduced the PDH bypass pathway by individually or in combination overexpressing *PDC1*, *ACSm*, *eutE*, *tACC1*, and ACC1** in various strains, such as RC05p, RC10p, and RC10Bp. The optimal result was achieved when ACC1** was overexpressed in strain RC10Bp, resulting in a 3-HP level of 6.05 g/L, which represents a 47% enhancement compared to RC10Bp. Utilizing the promoter *pARO9* to regulate the expression of *FAS1* in the RC10Bp strain led to an 11% increase in 3-HP levels. To determine whether the overexpression of MCR could drive more carbon flux from the central metabolic pathway to 3-HP production, we inserted the *MCRN* and *MCRCm* genes into a plasmid and employed different promoters to control their expression. Contrary to our expectations, it was specifically the combination of using the promoter *pMDH2* for *MCRN* and the promoter *pHXT7* for *MCRCm* that yielded a significant boost in 3-HP production, reaching a concentration of 7.46 g/L. To visualize the distribution of metabolic flux in the central carbon metabolic pathway, we performed fermentation (Supplementary Fig. 18) and parsimonious flux balance analysis (pFBA) (Supplementary Fig. 19). The results revealed that a greater proportion of flux was channeled from the central metabolic pathway towards 3-HP synthesis, consistent with the design of our engineered strain for 3-HP production.

**Fig. 6:**
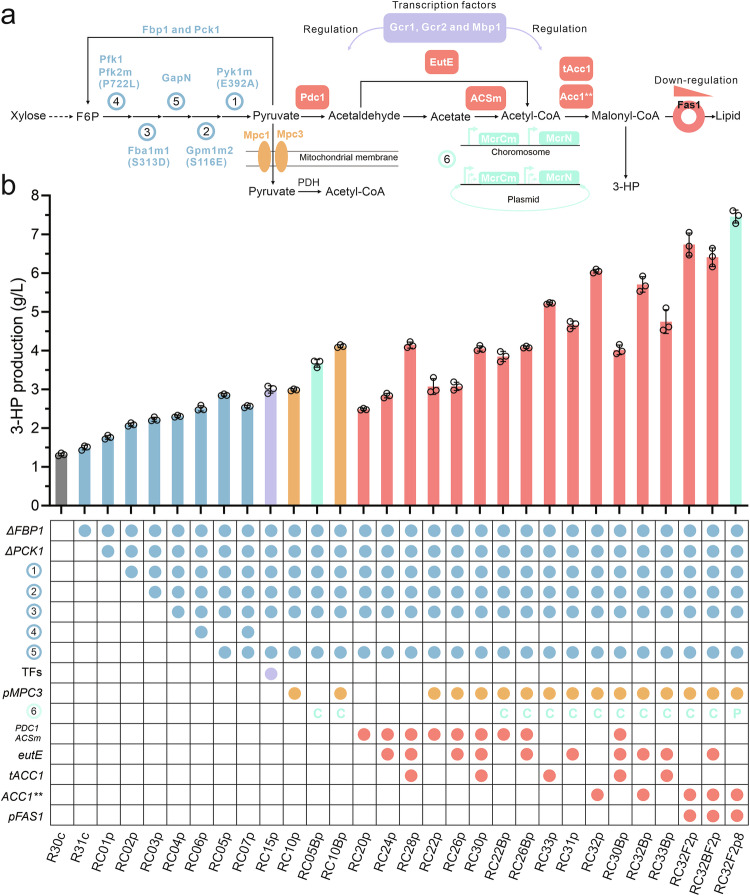
Combinatorial optimization to increase the carbon flux through central metabolic pathway. **a** Schematic representation of the key deregulated gene targets. The strategy integrates five components: gluconeogenesis and glycolysis (blue); transcription factors (purple); mitochondrial pyruvate transporter (yellow); PDH bypass (orange); and 3-HP formation (green). Enzymes depicted in these pathways are detailed in Figs. 1,  4, and 5. **b** 3-HP production by combined engineered strains with the indicated genetic modifications from (**a**). C in green, chromosome integration; P in green, plasmid expression. All strains were cultivated in a minimal medium containing 2% xylose as the sole carbon source. R30c was used as the starting strain. All data presented in this figure represent the mean from *n* = 3 biologically independent samples, with error bars indicating the standard deviation. Source data are provided as a Source Data file.

To produce flaviolin, which was repurposed as a malonyl-CoA biosensor^57^, we deleted the *MCR* genes in strains R30C, RC05p, RC10Bp, and RC32F2p8, and subsequently introduced *rppA*. This resulted in the creation of strains RE01p, RE04p, RE05p, and RE03p. Among these, RE03p exhibited a significant increase in flaviolin titer by 46% and a 137% higher yield per OD compared to RE01p (Supplementary Fig. 21). In contrast, while RE04p and RE05p had a higher yield per biomass, they produced less flaviolin than R30C. Our modifications not only enhanced the conversion efficiency of xylose to acetyl-CoA but also increased the NADPH synthesis flux (Supplementary Fig. 19). Importantly, flaviolin synthesis requires acetyl-CoA but does not necessitate NADPH. Consequently, higher flux of acetyl-CoA in the engineered strain increased flaviolin production, whereas the synthesized NADPH adversely impacted its synthesis level. Therefore, the current engineered strain is more suitable for producing acetyl-CoA-derived products that also require NADPH as a cofactor.

## Discussion

The development of yeast platform strains for acetyl-CoA-derived products has garnered significant attention due to the potential of acetyl-CoA as a precursor for various biochemicals. Moreover, the acetyl-CoA node serves as a bridge between cellular central metabolism and bioproduct generation pathways. Over millions of years of evolution, central carbon metabolism has evolved to prioritize biomass production over the generation of desired products^1^. Consequently, deregulating intracellular central metabolism is a crucial prerequisite to maximize carbon flux toward the final product.

To achieve the desired cellular phenotype, it is often necessary to control the expression of multiple genes, typically through the regulation of TFs. However, unlike *E. coli*, which has a hierarchical TF network that simplifies the process of redirecting carbon fluxes for the overproduction of specific molecules, yeast poses a more complex challenge^1^. Its central carbon metabolism is intricately regulated with a ‘flat’ structure, involving over 100 TFs, 78% of which are interlinked through cross-regulation in a large internal loop^1^. Due to this complex system of transcriptional regulation, there have been limited successful attempts to alter yeast’s cellular phenotype by manipulating the activating or repressive TFs^14,58,59^. Previous studies have shown that modifying TFs can result in increased yeast biomass and ethanol production, although the improvements are typically modest^14,58^. In line with these findings, our study observed only a slight increase in 3-HP levels after engineering the *GCR1*, *GCR2*, and *MBP1* TFs (Fig. 3a). This may also be attributed to our limited understanding of yeast regulation. To enhance our ability to engineer TFs in yeast, it is necessary to employ additional methods, such as chromatin immunoprecipitation with lambda exonuclease digestion (ChIP-exo) analysis^60^, to gain a comprehensive view of the yeast transcriptional landscape.

By examining 3-HP synthesis levels and metabolic flux changes (Supplementary Fig. 19), we pinpointed three key metabolic nodes that are pivotal in the central carbon metabolism when xylose serves as the carbon source (Supplementary Fig. 20). During glycolysis, fructose 6-phosphate emerges as a critical node, steering carbon flux downstream to pyruvate through glycolysis and upstream to glucose 6-phosphate and the pentose phosphate pathway via gluconeogenesis (Supplementary Fig. 9). At this juncture, PFK plays a decisive role in controlling the flux direction (Fig. 4e), which is essential for regulating glycolysis when xylose is the carbon source. This contrasts with prior research indicating that the glycolytic pathway’s rate is typically controlled by PYK when glucose is the substrate^35^. Pyruvate faces a decision point: to enter mitochondria or proceed to the PDH bypass. With glucose as the carbon source, the Crabtree effect directs carbon toward the PDH bypass. However, with xylose, the Crabtree effect is diminished, allowing greater carbon flux into the TCA cycle. By managing pyruvate transport and PDH bypass, we can activate the Crabtree effect, thereby augmenting carbon flux to the PDH bypass (Fig. 5a–e). Malonyl-CoA serves as a bifurcation for 3-HP and fatty acid synthesis. By leveraging xylose-responsive promoters and biosensors to modulate the expression of ACC mutants and FAS (Fig. 5f–h), we sucessfully redirected carbon flux toward 3-HP synthesis.

For the commodity chemical 3-HP, metrics such as titer, rate, and yield are crucial. To maximize 3-HP synthesis, various metabolic pathways have been developed using intermediates like glycerol, β-alanine, and malonyl-CoA. Among these, the glycerol pathway offers the shortest route from sugar to 3-HP but requires the costly cofactor vitamin B12. For instance, 50 μM B12 was needed to achieve 54.8 g/L 3-HP with a carbon yield of 0.49 g/g sugar using glucose and xylose as carbon sources^61^. Additionally, to maintain high production levels, inducers like 0.1 mM IPTG and antibiotics such as 5 μg/mL chloramphenicol and/or 25 μg/mL kanamycin were required, further increasing production costs^61^. In contrast, the β-alanine and malonyl-CoA pathways have garnered more attention due to their avoidance of expensive cofactors. By integrating the β-alanine pathway into yeast strains capable of consuming xylose and using controlled fed-batch cultivation, the engineered strain achieved a 3-HP titer of approximately 7.4 g/L within 120 h, with a product yield of 0.17 g/g xylose^62,63^. By integrating β-alanine pathway genes into *Aspergillus* species and optimizing the cultivation conditions, the conversion rate of 3-HP was increased to 0.24 g/g glucose and xylose, resulting in final concentrations of 36 g/L^64^. The malonyl-CoA pathway also showed promise. Through engineering oleaginous yeast *R. toruloides*, which naturally has a high flux towards malonyl-CoA, the obtained strain synthesized 45.4 g/L of 3-HP with a yield of 0.11 g/g from glucose and xylose mixture^65^. More recently, by enhancing the co-utilization of glucose and xylose in the industrial yeast *Ogataea polymorpha*, the obtained strain produced 5.4 g/L of 3-HP in shake flask and 79.6 g/L in fed-batch fermentation^66^, at yields of 0.18 g/g and 0.34 g/g glucose-xylose mixture, respectively. In this work, we systematically engineered the regulation of central carbon metabolism, resulting in a strain capable of producing 7.46 g/L of 3-HP in shake flask, with a significantly improved product yield of 0.37 g/g xylose (Supplementary Data 8). This yield demonstrates an advantage in xylose conversion efficiency over previously reported strains.

In conclusion, our research employed a systematic, modular deregulation strategy on central carbon metabolism, resulting in a significant enhancement of the metabolic conversion of xylose into the acetyl-CoA derivative 3-HP. The final strain, RC32F2p8, exhibited a 4.7-fold improvement compared to the module I-optimized strain R30c, and approximately a 100-fold improvement compared to the initially obtained strain X469p. To drive future advancements, it is necessary to develop a more inclusive and streamlined regulatory framework with a sophisticated strategy that adapts to changes in key metabolite levels, ensuring efficient and direct carbon flux towards acetyl-CoA-derived products. Additional strategies to further increase 3-HP production, such as engineering the efflux mechanisms of 3-HP to increase extracellular secretion, employing laboratory evolution to enhance tolerance to 3-HP, maintaining precise pH control to facilitate extracellular dissociation of 3-HP and minimize its reuptake into the cell, as well as developing rapid isolation methods for 3-HP during the fermentation process.

## Methods

### Plasmids and strains

In this study, all plasmids are listed in Supplementary Data 1. The plasmids were propagated in the *E. coli* strain DH5α. All *S. cerevisiae* strains were derived from the parent strain IMX581^67^, which is derived from CEN.PK113-5D (*MATa ura3-52 can1::cas9-natNT2 TRP1 LEU2 HIS3*). This parent strain features an integrated Cas9 expression cassette regulated by the constitutive TEF1 promoter. Detailed information about these strains is available in Supplementary Data 2. All exogenous genes incorporated into the yeast were synthesized by Genscript and codon-optimized for efficient expression in *S. cerevisiae* (Supplementary Data 5).

### Reagents

In this study, all primers were synthesized by either Sigma-Aldrich or Eurofins. DNA-related procedures, including purification, gel extraction, and plasmid isolation, were performed using kits acquired from Thermo Fisher Scientific. For high-fidelity DNA polymerization, Phusion High-Fidelity DNA Polymerase from New England Biolabs and PrimeStar DNA polymerase from TaKaRa Bio were utilized. For PCR validation, we utilized SapphireAmp Fast PCR Master Mix, sourced from TaKaRa Bio. RNA extraction was carried out using the RNeasy Mini Kit from Qiagen. Additionally, all chemicals employed in the study were procured from Sigma-Aldrich or Merck Millipore.

### Media

In this study, *E. coli* strains were selected and cultivated on Luria-Bertani (LB) agar plates containing 50 mg/L ampicillin. Subsequent liquid cultures were also grown in LB medium, supplemented with the same concentration of ampicillin. Yeast competent cells were grown in YPD medium, which contained 10 g/L yeast extract, 20 g/L peptone, and 20 g/L glucose. For strains harboring URA3-based plasmids, selection was performed using synthetic complete media devoid of uracil (SD-URA). This medium comprised 6.7 g/L yeast nitrogen base without amino acids (YNB), 0.77 g/L complete supplement mixture without uracil (CSM-URA), 20 g/L glucose, and 20 g/L agar powder. To counter-select against the URA3 marker, we used SD + 5’-FOA plates, which contained 6.7 g/L YNB, 0.77 g/L CSM-URA, and 0.8 g/L 5-fluoroorotic acid (5-FOA). Strains equipped with a kanMX cassette were selected on YPD plates, supplemented with 200 mg/L G418, sourced from Formedium. The minimal medium used consisted of 7.5 g/L (NH_4_)_2_SO_4_, 14.4 g/L KH_2_PO_4_, and 0.5 g/L MgSO_4_·7H_2_O^39^. Either 20 g/L of xylose or 20 g/L of glucose served as the carbon source. This medium was supplemented with vitamin and trace metal solutions, and the pH was adjusted to 6.5 using KOH. When necessary, uracil supplementation was added at a concentration of 60 mg/L.

### Plasmid construction

To construct overexpression plasmids, we employed the Gibson Assembly Master Mix from New England BioLabs, fusing the pSPGM2 vector with amplified gene fragments. For this amplification, we used the genomic DNA of IMX581 as the template for all native elements, including promoters, genes, and terminators. In cases requiring codon-optimized genes, synthetic sequences served as the amplification templates. Guide RNA (gRNA) plasmids were similarly assembled using the Gibson Assembly Master Mix. To identify the optimal 20-bp gRNA sequences targeting specific genes or genomic loci, we cross-referenced potential gRNA candidates against possible off-target sites within the entire CEN.PK113-7D genome. This analysis was facilitated by the CRISPRdirect web tool, accessible at http://crispr.dbcls.jp/. The integrity of all generated plasmids was subsequently confirmed through sequencing.

### Strain construction

We employed CRISPR/Cas9-based techniques for gene integration, deletion, and knockdown, in line with methods previously outlined^67^. Briefly, to overexpress genes, we integrated gene expression cassettes at genomic loci known for high-level and stable heterologous gene expression via the CRISPR/Cas9 system^68^. Components of these cassettes, including homologous arms, promoters, genes, and terminators, were amplified using Phusion high-fidelity DNA polymerase. Subsequently, PrimeSTAR high-fidelity polymerase was utilized to assemble these parts into the complete gene expression cassette, following the overlap extension polymerase chain reaction (OE-PCR) procedure^69^. For gene deletions, we replaced the target gene’s open reading frame (ORF) with deletion fragments containing 50-bp upstream sequences of the gene’s promoter and 50-bp downstream sequences of its terminator. For promoter-based gene knockdowns, a fragment consisting of an alternative promoter with varying strength is used to replace the original promoter. This fragment is flanked on both sides by 50-bp sequences that are homologous to the respective regions of the gene and its native promoter. During yeast transformation, 500 ng of DNA fragments were used to repair the chromosomal double-strand break. Transformants were selected on SD-URA plates for 3 days. In an alternative gene deletion strategy, the KanMX marker was employed. Two homologous arms, each ranging between 400 and 600 bp, were amplified from IMX581 genomic DNA. The KanMX gene was similarly amplified using the pUG6 plasmid as a template. These elements were then fused to form the deletion cassette via the above-mentioned OE-PCR method. 1 μg of DNA fragments were used to facilitate the homologous recombination. Transformed colonies were isolated by culturing on YPD agar plates containing 200 mg/L of G418 for 3 days. The colonies were then cultured overnight in YPD medium. Genomic DNA was extracted using a protocol previously described^70^. Specifically, cells were treated with a 0.2 M lithium acetate solution containing 1% SDS and subsequently heated at 75 °C for 15 min. Genomic DNA was precipitated and purified in 70% ethanol, followed by drying and dissolution in 50 μL water. The successful integration or deletion was confirmed through PCR amplification using appropriate primer pairs.

### Growth measurement

Growth measurements were conducted using the Growth Profiler 960 system. Individual colonies were inoculated into 2 mL of minimal medium and incubated with 200 rpm agitation overnight. Following incubation, the preculture was centrifuged at 3000 × *g* for 5 min to separate the supernatant from the cell pellet. The cell pellet was then resuspended in an uracil-free minimal medium to achieve an initial optical density (OD_600_) of 0.1. Subsequently, 250 μL of the cell suspension was cultivated in 96-well microplates under conditions of 250 rpm agitation and a temperature of 30 °C. OD_600_ were derived from a standard curve generated by correlating green values obtained from the Growth Profiler with OD_600_ readings taken from a spectrophotometer.

### Promoter strength measurement

Promoter sequences (Supplementary Data 4), along with the homologous arms, fluorescent proteins (either GFP or RFP), and terminators, were assembled through OE-PCR. These assembled fragments were integrated into the yeast chromosome at the XI-1 locus using the CRISPR/Cas9 methodology described above. Successfully transformed colonies were cultured overnight in 2 mL of minimal medium, agitated at 200 rpm. Post-incubation, the cultures were centrifuged for 5 min at 3000 × *g* to pellet the cells, separating them from the supernatant. The resulting cell pellets were resuspended in minimal medium supplemented with either 2% glucose or 2% xylose as the carbon source, and the initial OD_600_ was calibrated to approximately 0.1. One milliliter of this resuspended culture was then transferred to a 48-well FlowerPlate, with a shaking frequency set at 1200 rpm. Fluorescent signals were quantified using excitation/emission wavelengths of 485/515 nm for GFP and 588/633 nm for RFP. All fluorescence readings were background-corrected and normalized to the OD_600_.

### Flask cultivation

Three biological replicates of yeast colonies were pre-cultured in 2 mL of minimal medium and subjected to overnight incubation at 30 °C with agitation at 200 rpm. A designated volume of the cell culture was then centrifuged at 3000 × *g* for 5 min to pellet the cells. Subsequently, the cells were washed with water through an additional 5-min centrifugation at 3000 × *g*. The washed cells were then transferred to 125 mL shake flasks containing 20 mL of minimal medium, supplemented with 2% glucose or 2% xylose as the carbon source. The initial OD_600_ was adjusted to approximately 0.1. The cultures were then incubated at 30 °C with agitation at 200 rpm. For strains used to calculate the synthesis rate of the product, we collect samples every three hours to measure the 3-HP content.

### Fermentation

Pre-cultures of R30C, RC10Bp, and RC32F2p8 were grown in minimal medium containing 2% glucose and used to inoculate 20 mL of the same medium in 100 mL shake flasks. Bioreactor fermentations for 3-HP production were conducted using the DASGIP® Parallel Bioreactor System (Eppendorf, Germany). Batch fermentations were performed in 0.6 L of minimal medium with 2% xylose. The temperature was maintained at 30 °C, and the pH was controlled at 6.0 through the automatic addition of 2 M KOH. Agitation was adjusted between 400 and 800 rpm to ensure dissolved oxygen levels exceeded 30%, with airflow set to 1 vvm. Batch cultures were initiated by adding all medium components to the reactor, followed by inoculation to achieve an initial OD_600_ of 0.1. CO2 production was monitored by analyzing exhaust gases. The samples were withdrawn every three hours for OD_600_ and metabolites analysis. To investigate the correlation between OD_600_ and dry cell weight (DCW), we diluted the broth to six different OD_600_ values. Then, 5 mL of each dilution was filtered through a pre-weighed 0.45-µm filter membrane (Sartorius Biolab, Göttingen, Germany). The filter was washed once prior to broth filtration and three times afterwards, each time using 5 mL of deionized water. All filters were dried in an incubator at 50 °C until constant weight was achieved before measuring the weight increase. The calculated DCW/OD_600_ ratio was 0.45, 0.64, and 0.66 for strain R30C, RC10Bp, and RC32F2p8, respectively.

### Metabolites measurement

One milliliter of the cultured sample was centrifuged for 3 min at 10,000 × *g* to separate the cells from the supernatant. The supernatant was then filtered using a 0.2 μm syringe filter. Metabolite concentrations were analyzed using a modified version of a previously established HPLC method^22^. Specifically, an HPLC system from Shimadzu (Japan) equipped with an Aminex HPX-87H column (Bio-Rad, Hercules, USA) was used. The column was maintained at 65 °C, and 0.5 mM H_2_SO_4_ served as the mobile phase, flowing at a rate of 0.4 mL/min over a 30-min analysis period. Concentrations of 3-HP, xylose, xylitol, pyruvate, succinate, glycerol, acetate, and ethanol were detected using an RI-101 Refractive Index Detector. For flaviolin detection, samples were taken in the stationary phase (72 h) and centrifuged at 13,000 × *g* for 10 minutes at 4 °C. The absorbance of flaviolin was then detected using a Genesys 10UV-VIS spectrophotometer (Fisher Scientific BVBA, Brussel, Belgium) at 340 nm^57^.

### Theoretical yield calculation

The maximum theoretical yield of 3-HP was calculated using a previously established method that involves Flux Balance Analysis (FBA)^71^. Specifically, we utilized the genome-scale metabolic model Yeast8 for *S. cerevisiae*^72^, into which both the xylose metabolic pathway and the 3-HP production pathway were integrated by adding the respective reactions. Additionally, any genes that were deleted in the experimental strain were represented by the removal of corresponding reactions from the genome-scale model. The maximal secretion rate of 3-HP was then computed by setting a fixed xylose uptake rate of 1 mmol per gram of dry weight per hour. All simulations were conducted in MATLAB using the COBRA Toolbox^73^.

### RNA-seq

Yeast cells, grown in minimal medium with glucose, xylose, or ethanol as the carbon source, were harvested at an OD_600_ of approximately 1 and then stored at −80 °C until RNA extraction. The RNeasy Mini Kit was employed for total RNA isolation, and the RNA quality was subsequently verified using the Agilent 2100 Bioanalyzer, following the manufacturer’s guidelines. Libraries for RNA sequencing were prepared with the Illumina TruSeq Sample Preparation Kit v2, incorporating a poly-A enrichment step. The prepared samples were clustered using cBot and sequenced as paired end reads (2 × 150 bp) on a HiSeq 2500 platform, in accordance with the manufacturer’s instructions. Raw sequencing reads from each sample were aligned to the CEN.PK 113-7D reference genome, available at http://cenpk.tudelft.nl, using TopHat version 2.0.12^74^. Gene expression levels were quantified as FPKM values using Cufflinks version 2.2.166, while raw read counts were determined using the feature Counts module of the Subread package version 1.4.6^75,76^. Differential gene expression analysis was conducted using the DESeq2 method^77^.

### TFs analysis

To assess the significance of expression changes in gene sets regulated by TFs, we utilized the Platform for Integrative Analysis of Omics (PIANO) R package^78^. This package calculates the significance of changes in gene expression, taking into account the modulation in the expression levels of genes under the control of specific TFs^79^. Information about these TFs was sourced from the Yeast Search for Transcriptional Regulators and Consensus Tracking Plus database (YEASTRACT+), accessible at http://YEASTRACT-PLUS.org/. Importantly, only TFs with substantiated evidence of DNA binding and expression were considered for analysis in this study. As input, we used the differential expression levels of genes (expressed as Log2 fold changes) along with their corresponding significance levels, which were adjusted using the Benjamini–Hochberg method for multiple comparisons.

### FBA

To perform the flux balance analysis (FBA), we constructed a modified model of the latest yeast GEM^80^ by adding the heterologous pathway to 3-HP, GAPN and xylose isomerase. To estimate the flux distribution, we constrained the related exchange rates based on the measurments of 3-HP, xylose, xylitol, pyruvate, succinate, glycerol, acetate, ethanol, and CO_2_ (Supplementary Data 9). We then performed pFBA to obtain a parsimonious flux distribution and applied 1000 random samplings of the solution space using the Hit and Run algorithm^81^. All simulations were done in MATLAB with the COBRA toolbox^73^.

### Statistical analysis

The significance of differences between different groups was evaluated using the two-tailed Student’s *t* test (* represents *p* < 0.05; ** represents *p* < 0.01, and *** represents *p* < 0.001). The statistical analysis of RNA-seq data, utilizing the Benjamini–Hochberg method, was carried out using the R programming language (available at http://www.r-project.org).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of additional supplementary files

Supplementary Data1

Supplementary Data2

Supplementary Data3

Supplementary Data4

Supplementary Data5

Supplementary Data6

Supplementary Data7

Supplementary Data8

Supplementary Data 9

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The raw data for RNA-seq have been deposited in the Genome Expression Omnibus (GEO) website (https://www.ncbi.nlm.nih.gov/geo/) under accession code GSE151478. Source data are provided with this paper.

## Code availability

The codes used for the flux balance analysis (FBA) are provided in Supplementary Data 9.

# Supplementary material for: Modular deregulation of central carbon metabolism for efficient xylose utilization in Saccharomyces cerevisiae
**Source:** Nat Commun. 2025 May 16;16:4551. doi: 10.1038/s41467-025-59966-x
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary Information

for

**Modular deregulation of central carbon metabolism for efficient xylose utilization in
*Saccharomyces cerevisiae***

Xiaowei Li, Yanyan Wang, Xin Chen, Leon Eisentraut, Chunjun Zhan, Jens Nielsen, and Yun Chen

Supplementary Figures

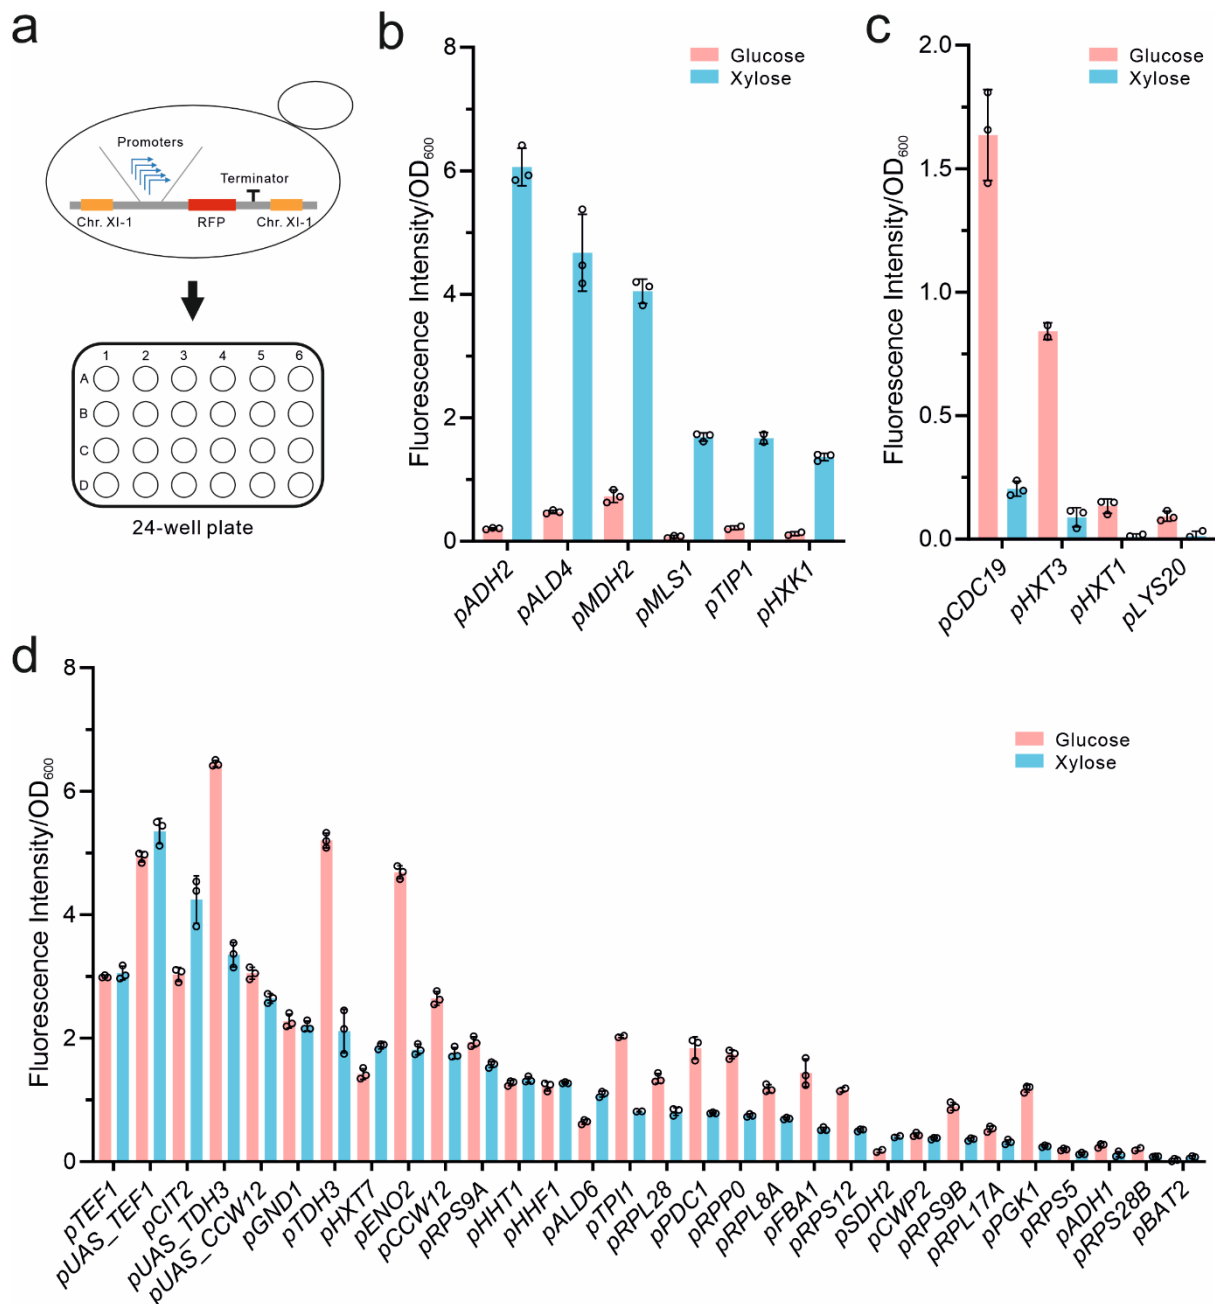

Supplementary Fig. 1 Evaluating various promoters with glucose or xylose.

a, Schematic depiction of the promoter testing procedure. The promoter under investigation was integrated at the yeast chromosome XI-1 locus. Red fluorescent protein (RFP) served as a reporter. The derived strains were cultured in a 24-well flower plate using the BioLector, with either 2% glucose or xylose as the carbon source. **b-d**, Classification of tested promoters. Promoters were categorized into three groups: xylose-responsive promoters (**b**); glucose-responsive promoters (**c**); and constitutive promoters (**d**). The promoter *pTEF1* was used as internal standard. All data presented are the average from n=3 biologically independent samples, with error bars representing the standard deviation. Source data are provided as a Source Data file.

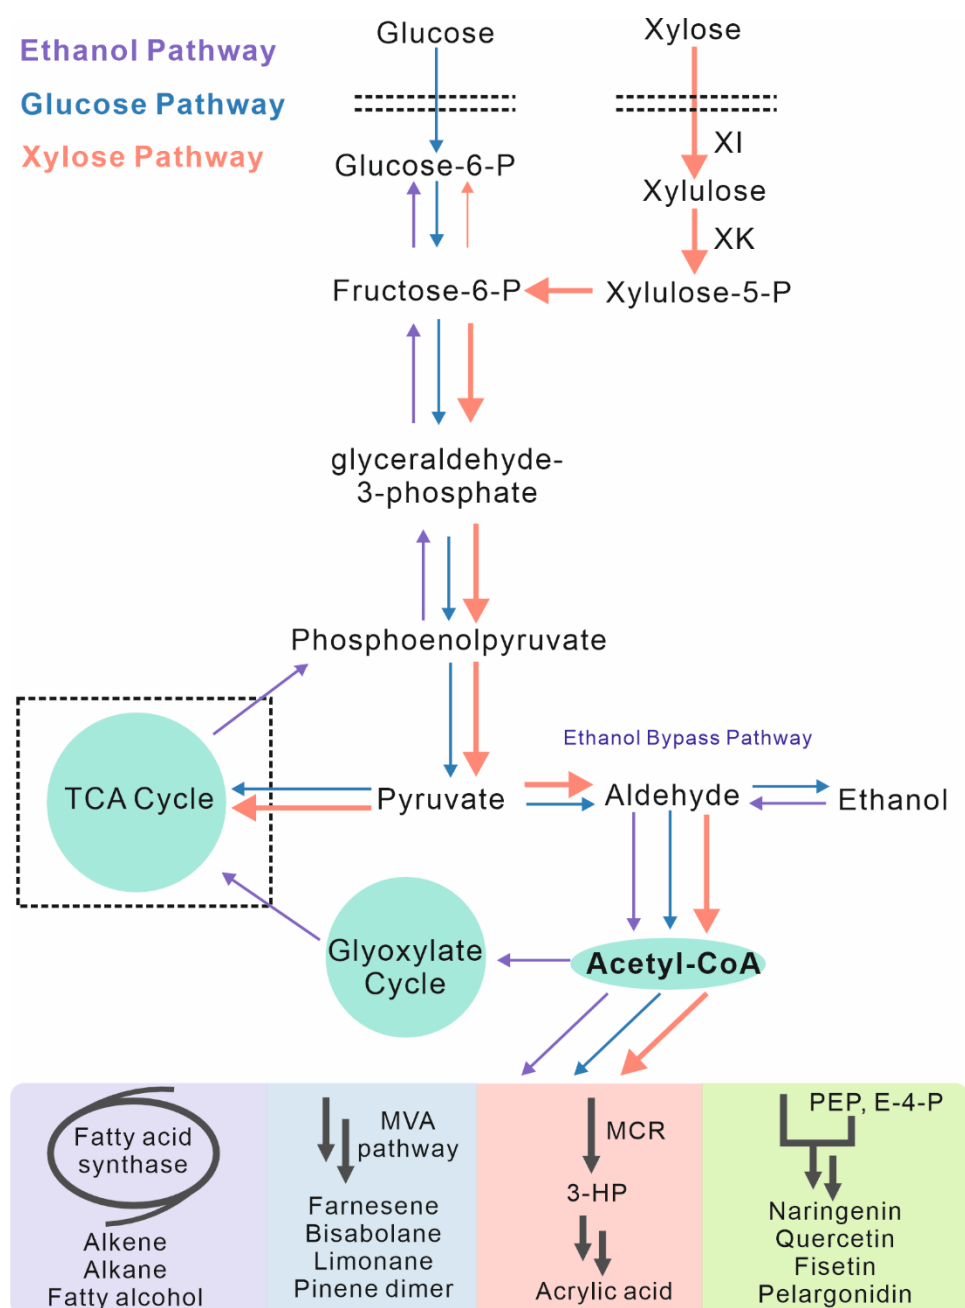

Supplementary Fig. 2 Metabolic pathways for carbon sources originating from ethanol, glucose, or xylose.

When cells grow on glucose, they exhibit strong glycolysis, whereas a robust respiratory state is observed during growth on ethanol. For xylose metabolism, our understanding of intracellular regulation of central carbon remains limited. From a metabolic pathway perspective, xylose metabolism should be better aligned with glucose metabolism to generate acetyl-CoA, as both xylose and glucose are processed in a top-down manner and have the overflow metabolism for acetyl-CoA formation. Among these carbon sources, acetyl-CoA stands out as a crucial intermediate, bridging central carbon metabolism with the formation of products such as fatty acid derivatives, terpenoids, 3-HP, and flavonoids. Notably, the production of 3-HP is streamlined, requiring only one enzyme, which bypasses the need for certain intermediate metabolites. The arrows for xylose metabolism and biochemical generation are highlighted in bold.

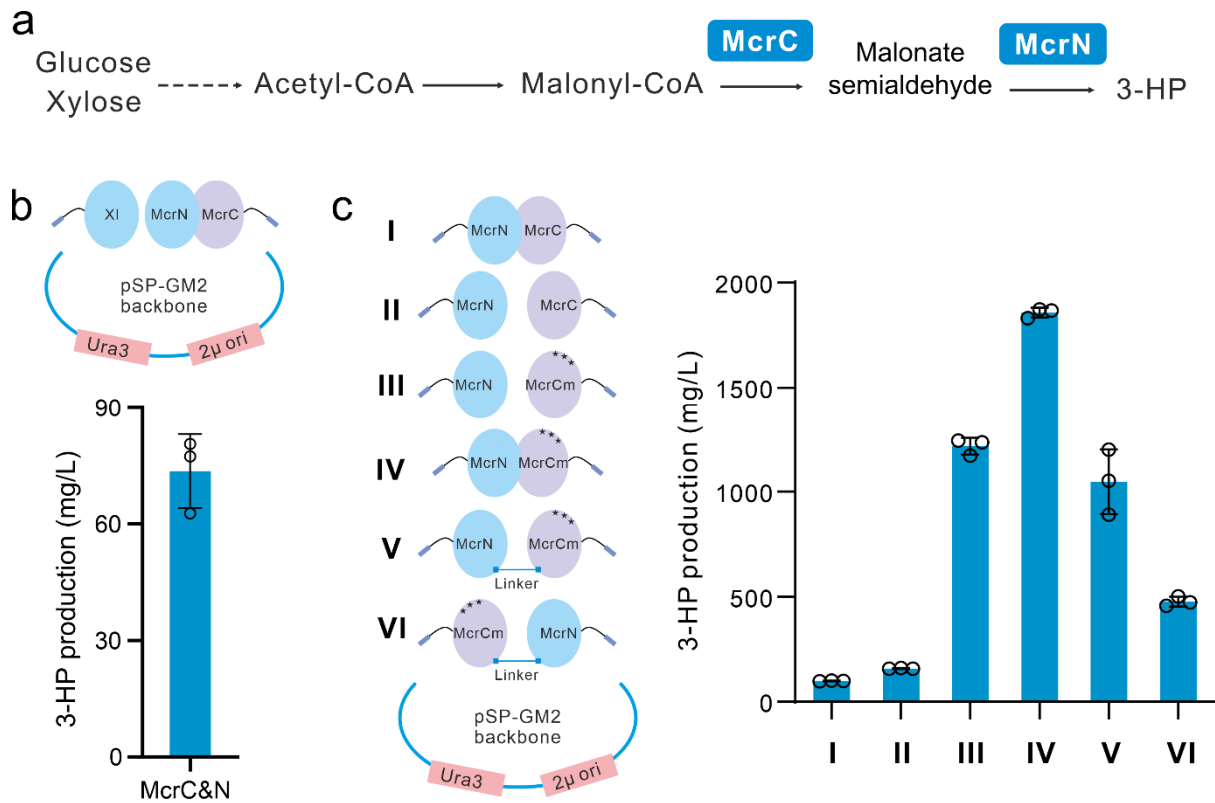

Supplementary Fig. 3 Optimizing the expression of MCR in plasmids.

a, Schematic representation of 3-HP synthesis from malonyl-CoA. The MCR protein consists of two distinct segments: McrN, responsible for the second step, and McrC, handling the first step. Malonate semialdehyde acts as the intermediate in this process. **b**, 3-HP production using MCR overexpressing plasmid. Both the xylose isomerase (XI) enzyme and MCR (McrN/McrC) were incorporated into a high-copy plasmid. Strains containing this plasmid were cultivated in a minimal medium with xylose as the sole carbon source. **c**, 3-HP Production from glucose. To streamline the setup and facilitate comparison between two distinct carbon sources, MCR was incorporated into a plasmid with glucose as the chosen carbon source. I: The wild-type MCR (McrN/McrC) was driven by the *pTEF1* promoter. II: MCR was divided into McrN and McrC, regulated by *pPGK1* and *pTEF1* promoters, respectively. III: Three specific mutations (N940V, K1106W, S1114R) were introduced into the separated McrC, producing McrCm. IV: The same three mutations were added to the McrC portion of the original MCR. V: McrN was fused to McrCm using the GSTSSGSG linker. VI: McrCm was joined with McrN using the GSTSSGSG linker. For constructs IV-VI, the *pTEF1* promoter directed gene expression. All data presented are the average from n=3 biologically independent samples, with error bars representing the standard deviation. Source data are provided as a Source Data file.

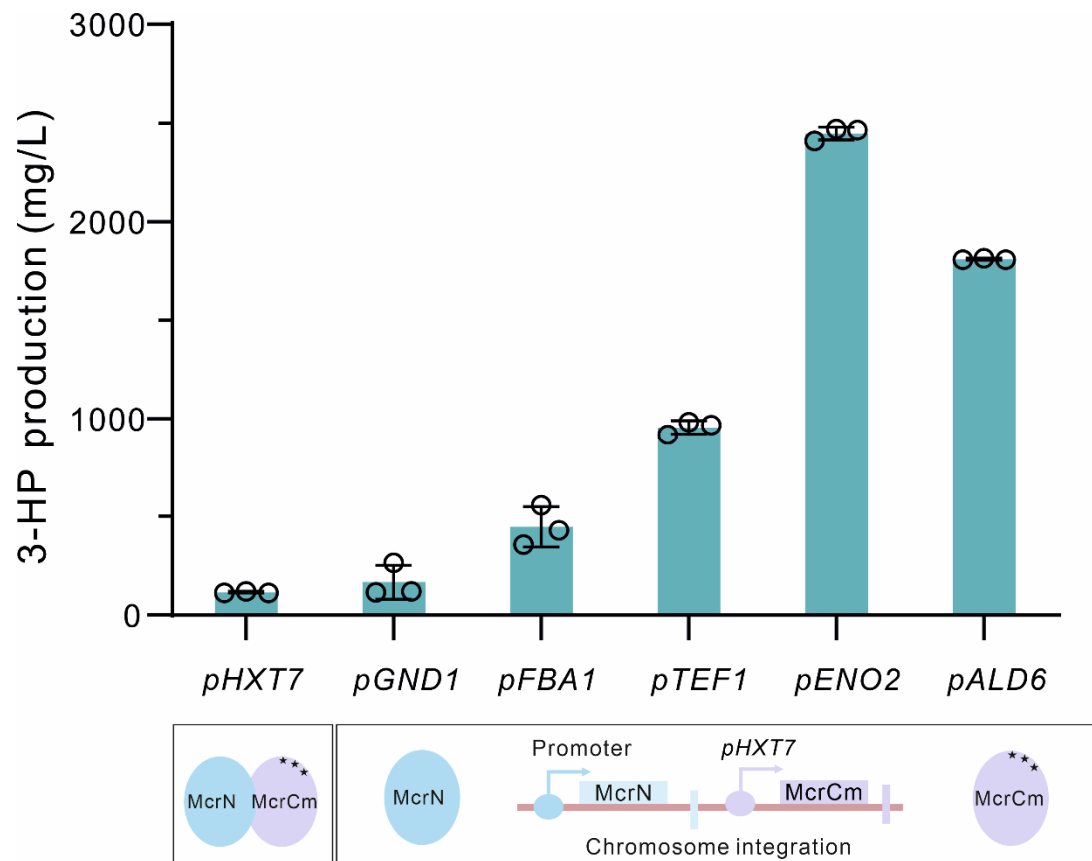

Supplementary Fig. 4 Optimizing the expression of MCR in genome.

McrN and *McrCm* were incorporated into the yeast chromosome at the XI-3 locus. While the *pTEF1* promoter drove *McrCm*, 6 different constitutive promoters were employed to regulate *McrN* expression. Strains were grown in a minimal medium with 2% glucose as the carbon source. All data presented are the average from $n=3$ biologically independent samples, with error bars representing the standard deviation. Source data are provided as a Source Data file.

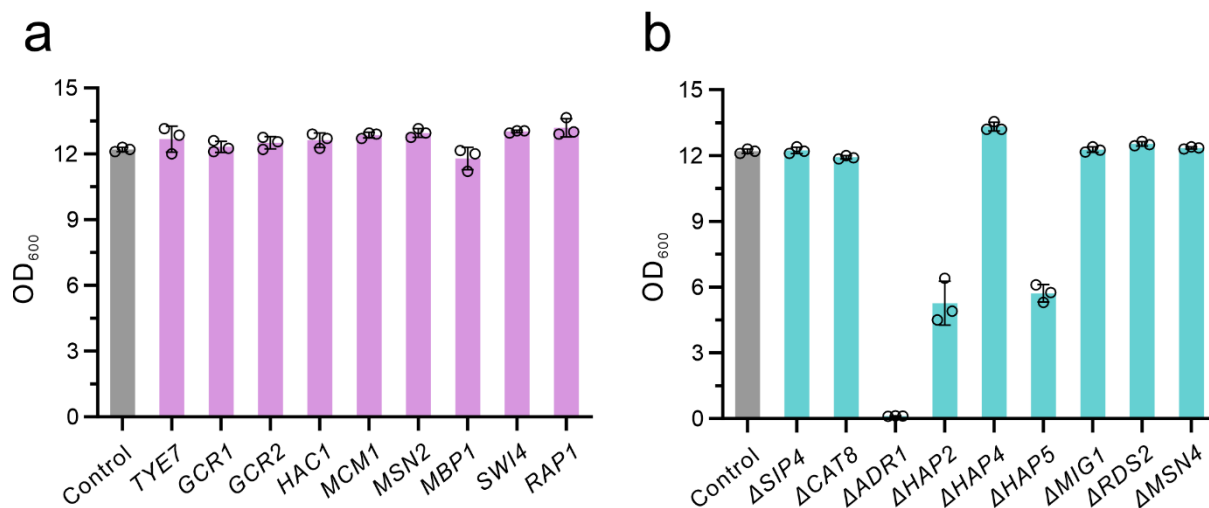

Supplementary Fig. 5 Growth of TFs engineered strains.

a, Final OD values for strains overexpressing TFs. **b**, Final OD values for strains with TFs deletion. Strain R30c was used as the control. All strains were cultivated in a defined minimal medium with 2% xylose as the sole carbon source. All data represent the mean derived from n=3 biologically independent samples, with error bars indicating the standard deviation. Source data are provided as a Source Data file.

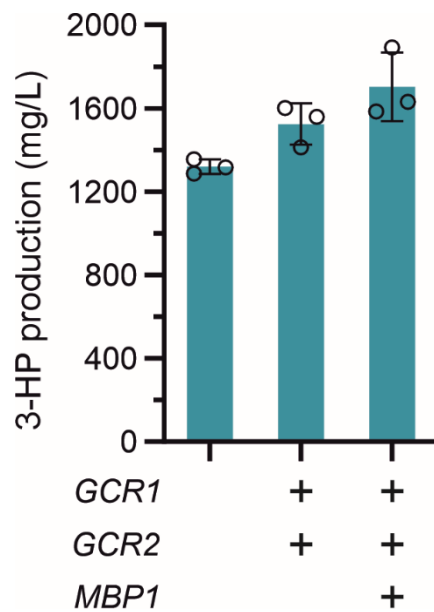

Supplementary Fig. 6 Conditional expression of TFs to increase 3-HP production.

Three TFs (*GCR1*, *GCR2*, and *MBP1*) were conditionally expressed in strain R30c. Strains were grown in a defined minimal medium with 2% xylose as the sole carbon source. All data represent the mean derived from n=3 biologically independent samples, with error bars indicating the standard deviation. Source data are provided as a Source Data file.

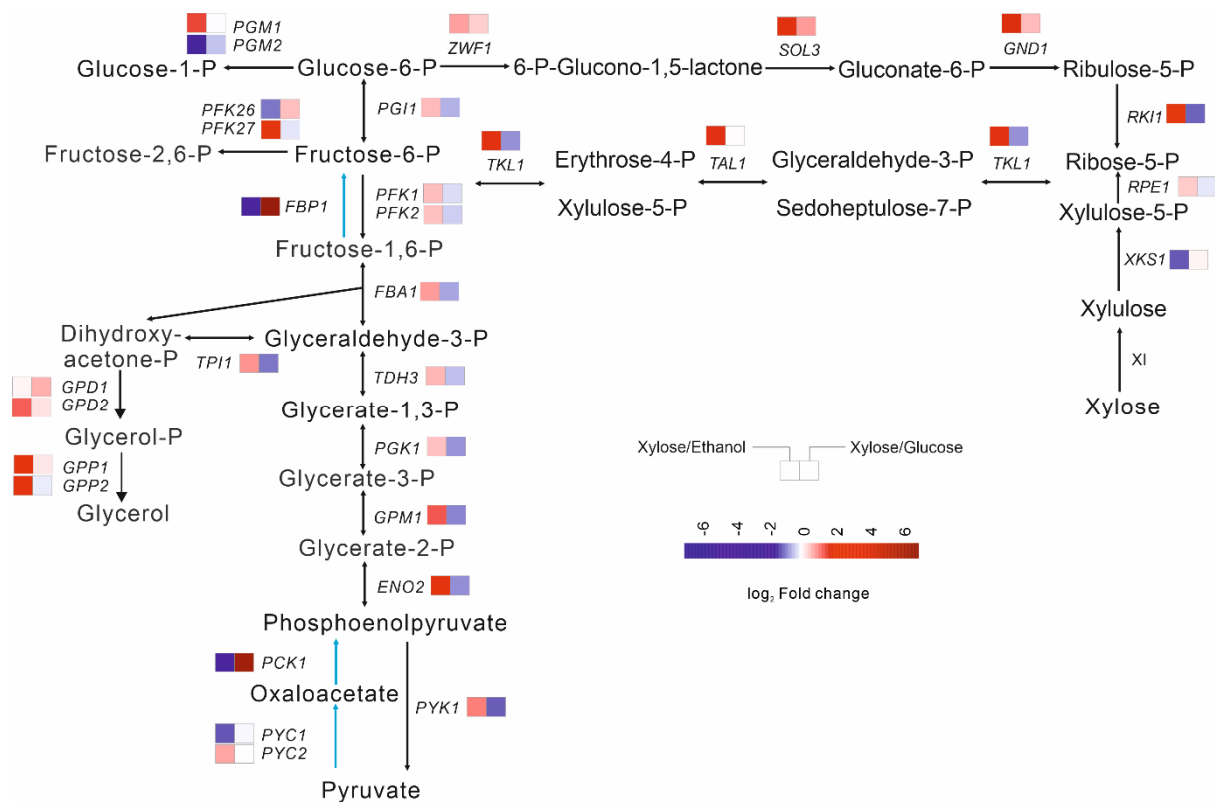

Supplementary Fig. 7 Transcriptional changes of genes involved in glycolysis, gluconeogenesis, and PP pathway.

The left squares represent transcriptional fold changes for strains grown on xylose versus ethanol, while the right squares represent transcriptional fold changes for strains grown on xylose versus glucose. 

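Of 11 genes of the pentose phosphate pathway, 6 rose and 3 fell on xylose against glucose, with a median log2 fold change of 0.44. *NQM1*, a transaldolase like *TAL1*, rose by 1.69 (SE 0.24) and *TKL2*, a transketolase like *TKL1*, by 1.18 (SE 0.33) on the log2 scale, *GND1* and *GND2*, 6-phosphogluconate dehydrogenases, by 0.61 (SE 0.12) and 0.96 (SE 0.21), the lactonase *SOL3* by 0.86 (SE 0.11) and the glucose-6-phosphate dehydrogenase *ZWF1* by 0.44 (SE 0.066). *SOL4* (-1.35, SE 0.26, adjusted p = 0.000109), *RKI1* (-1.10, SE 0.11, adjusted p = 4.25e-09) and *TKL1* (-0.79, SE 0.094, adjusted p = 5.49e-08) fell, and *TAL1* and *RPE1* did not pass. The strain carries added copies of *TKL1*, *RPE1* and *RKI1*, so that the counts of these genes are not those of the native copies alone. Against ethanol, 6 rose and 4 fell (7 and 4 adjusted over the list alone), with *GND1* at 3.95 (SE 0.13) and *TKL2* at -4.45 (SE 0.31). The list passed against other genes in neither comparison (adjusted p = 0.578 and 0.196). Of 4 glycerol genes, *GPD1* rose against glucose (log2 fold change 0.70, SE 0.13, adjusted p = 8.46e-05) and 3 rose against ethanol, with the phosphatase gene *GPP1* at 2.98 (SE 0.19), at list adjusted p = 0.494 and 0.0429 (adjusted p = 0.299 with an estimated correlation against ethanol).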

Black arrows show glycolysis and the PP pathway, while cyan arrows indicate gluconeogenesis. Genes for each catalytic step are labeled adjacent to the arrows.

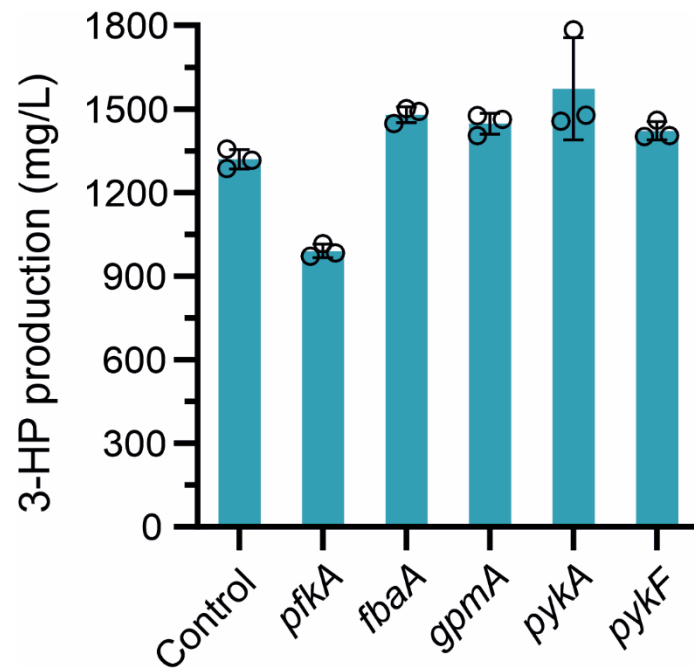

Supplementary Fig. 8 Expression of glycolytic genes from *E. coli*.

Genes from *E. coli* were driven by the *pALD4* promoter. Each gene was integrated into the yeast chromosome XII-1 locus in strain R30c, respectively. All strains were grown in a specific minimal medium with 2% xylose as the carbon source. All data presented in this figure represent the mean from $n=3$ biologically independent samples, with error bars indicating the standard deviation. Source data are provided as a Source Data file.

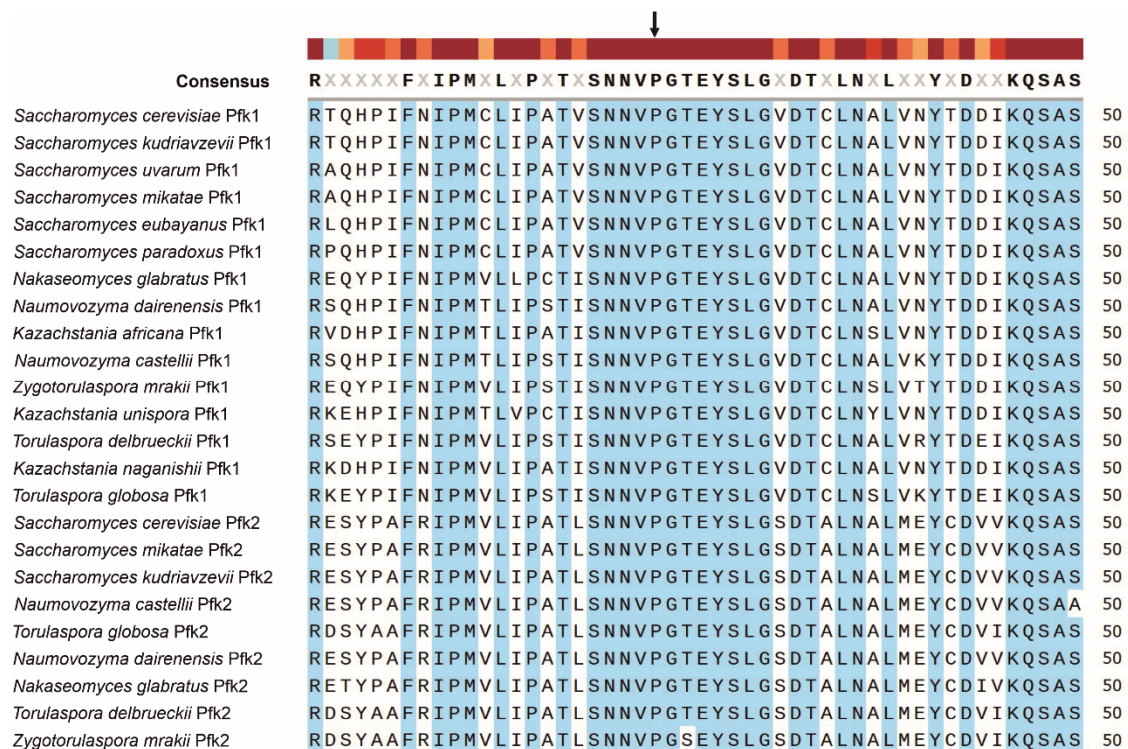

Supplementary Fig. 9 Multiple sequence alignments of Pfk1 and Pfk2 from different budding yeasts.

The BLAST search was conducted on the NCBI database, using the amino acid sequences of Pfk1 and Pfk2 as the query sequences. Sequences that exhibited greater than 80% homology to either Pfk1 or Pfk2 were selected for further analysis. These selected sequences were then aligned using the ClustalW algorithm. In the sequence alignment, regions matching the consensus sequence are highlighted in color. The colored bar above the alignment represents the degree of homology, with black arrows pointing to the sites of allosteric regulation by ATP.

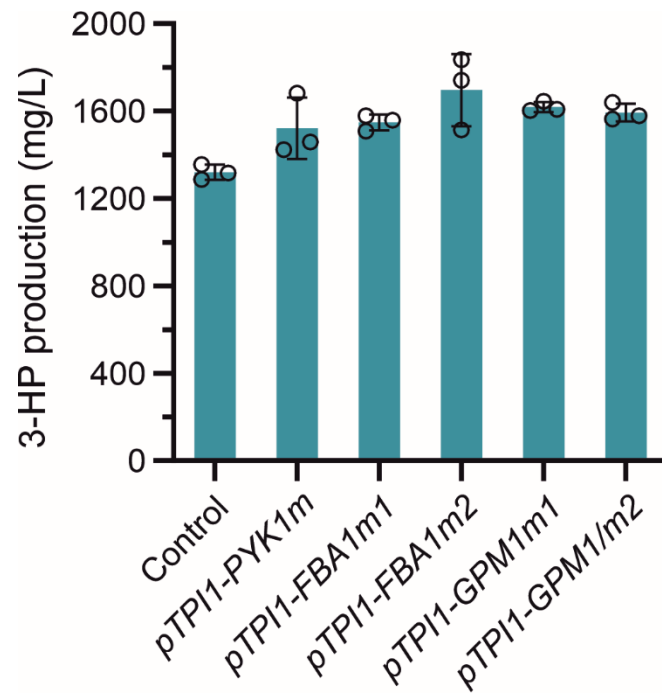

Supplementary Fig. 10 Overexpression of mutated glycolytic genes.

Genes were driven by the *pTPI1* promoter. Each gene was integrated into the yeast chromosome XII-1 locus in strain R30c, respectively. All strains were grown in a specific minimal medium with 2% xylose as the carbon source. All data presented in this figure represent the mean from $n=3$ biologically independent samples, with error bars indicating the standard deviation. Source data are provided as a Source Data file.

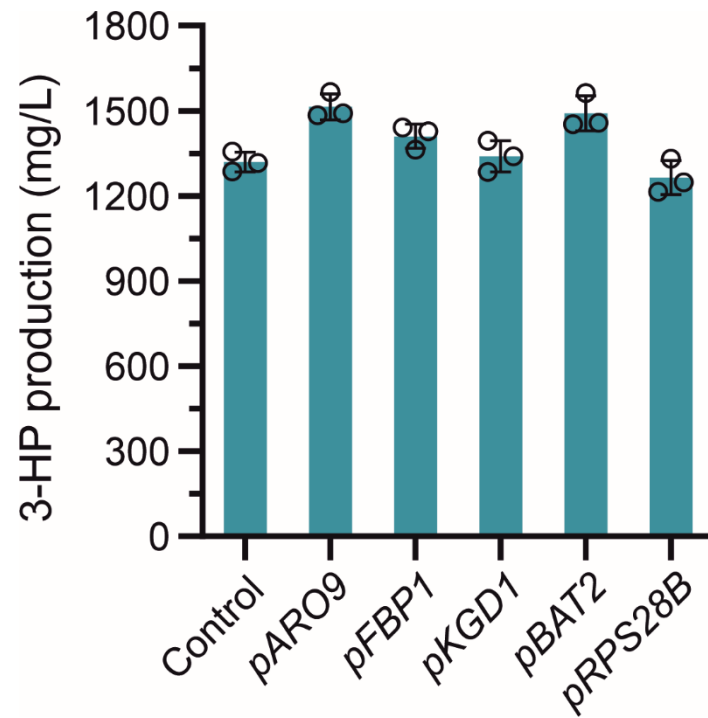

Supplementary Fig. 11 Fine-tuning the expression of Pfk27.

Pfk27 converts fructose-6-phosphate to fructose-2,6-bisphosphate, a potent allosteric activator of the glycolytic enzyme Pfk1/2. The expression of Pfk27 was regulated by five distinct promoters. Strain R30c was used as the control. All strains were grown in a specific minimal medium with 2% xylose as the carbon source. All data presented in this figure represent the mean from $n=3$ biologically independent samples, with error bars indicating the standard deviation. Source data are provided as a Source Data file.

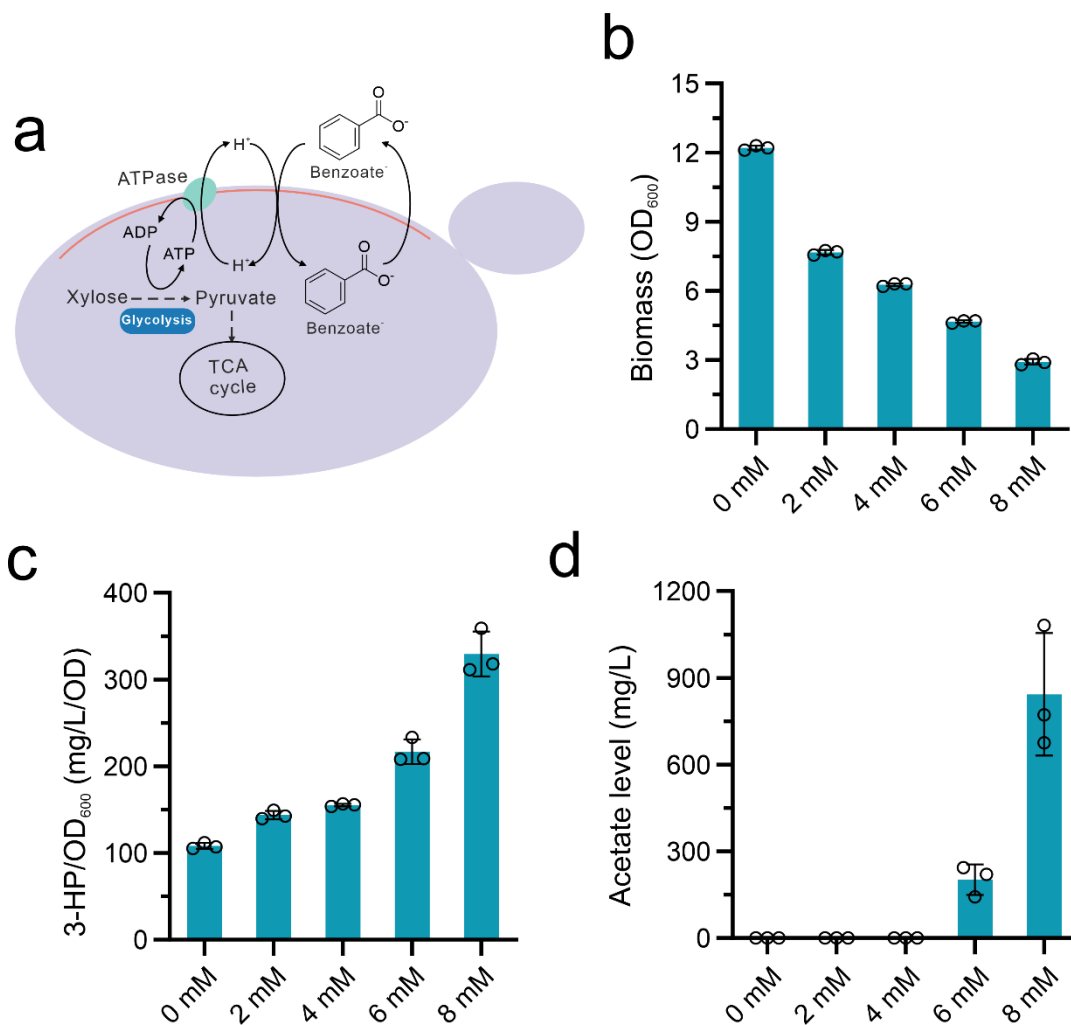

Supplementary Fig. 12 The effect of adding benzoic acid on yeast energy metabolism and 3-HP formation.

a, Schematic illustration of the link between benzoic acid transport and ATP consumption. A decrease in ATP further boosts glycolytic activity to generate more ATP. **b**, Biomass formation after adding different concentrations of benzoic acid. **c**, 3-HP production relative to OD cells in xylose media with various benzoic acid concentrations. **d**, Acetate production in the presence of various benzoic acid concentrations. All strains were grown in a specific minimal medium with 2% xylose containing different concentrations of benzoic acid. All data presented in this figure represent the mean from $n=3$ biologically independent samples, with error bars indicating the standard deviation. Source data are provided as a Source Data file.

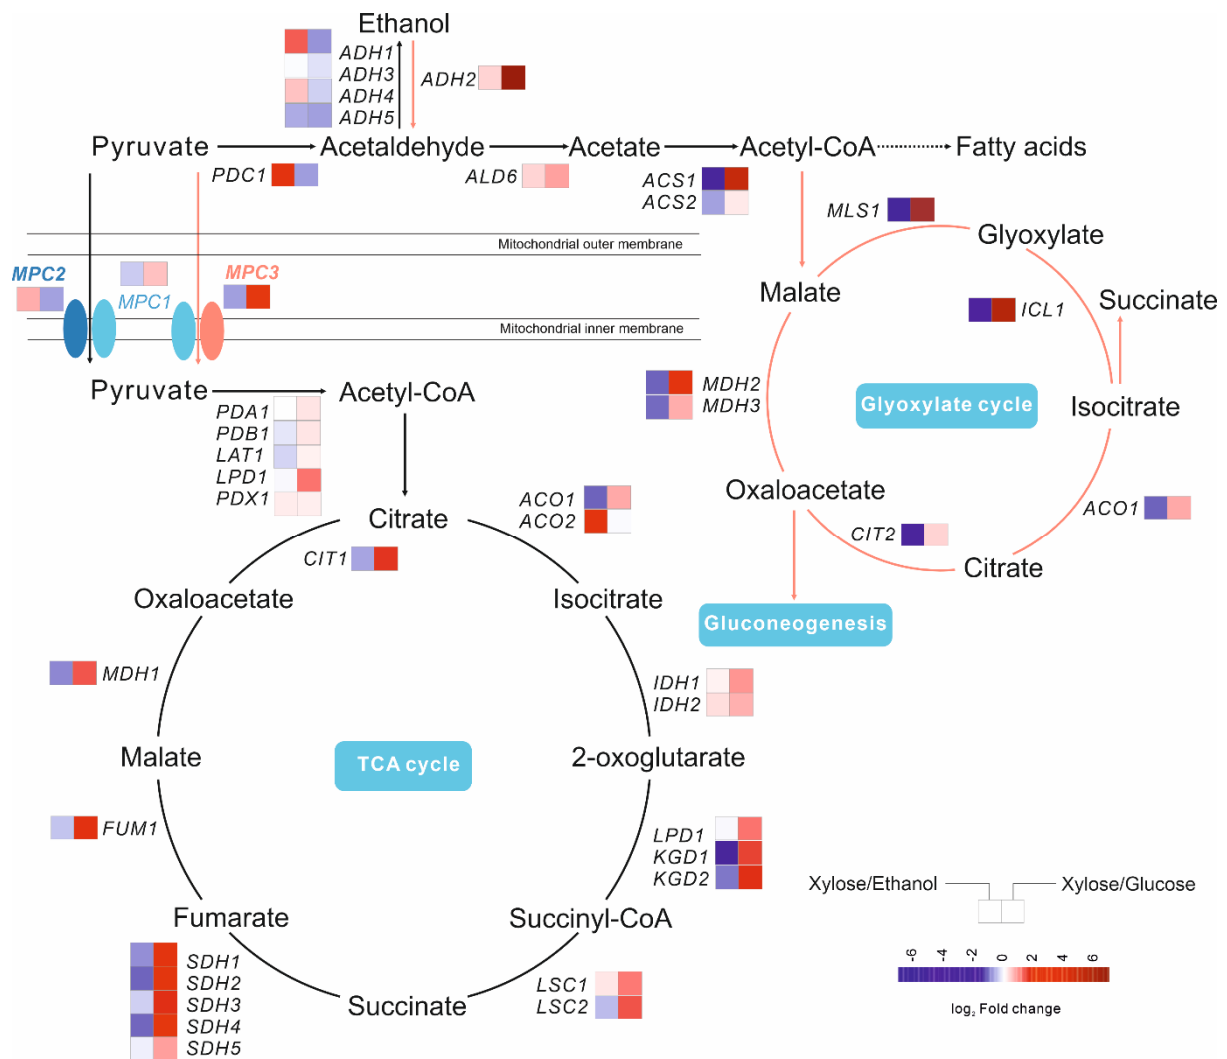

Supplementary Fig. 13 Transcriptional changes of genes involved in TCA cycle, glyoxylate cycle, and pyruvate bypass pathway.

The left squares represent transcriptional fold changes for strains grown on xylose versus ethanol, while the right squares represent transcriptional fold changes for strains grown on xylose versus glucose. Red arrows indicate the xylose metabolism reactions. Genes for each catalytic step are labeled adjacent to the arrows.

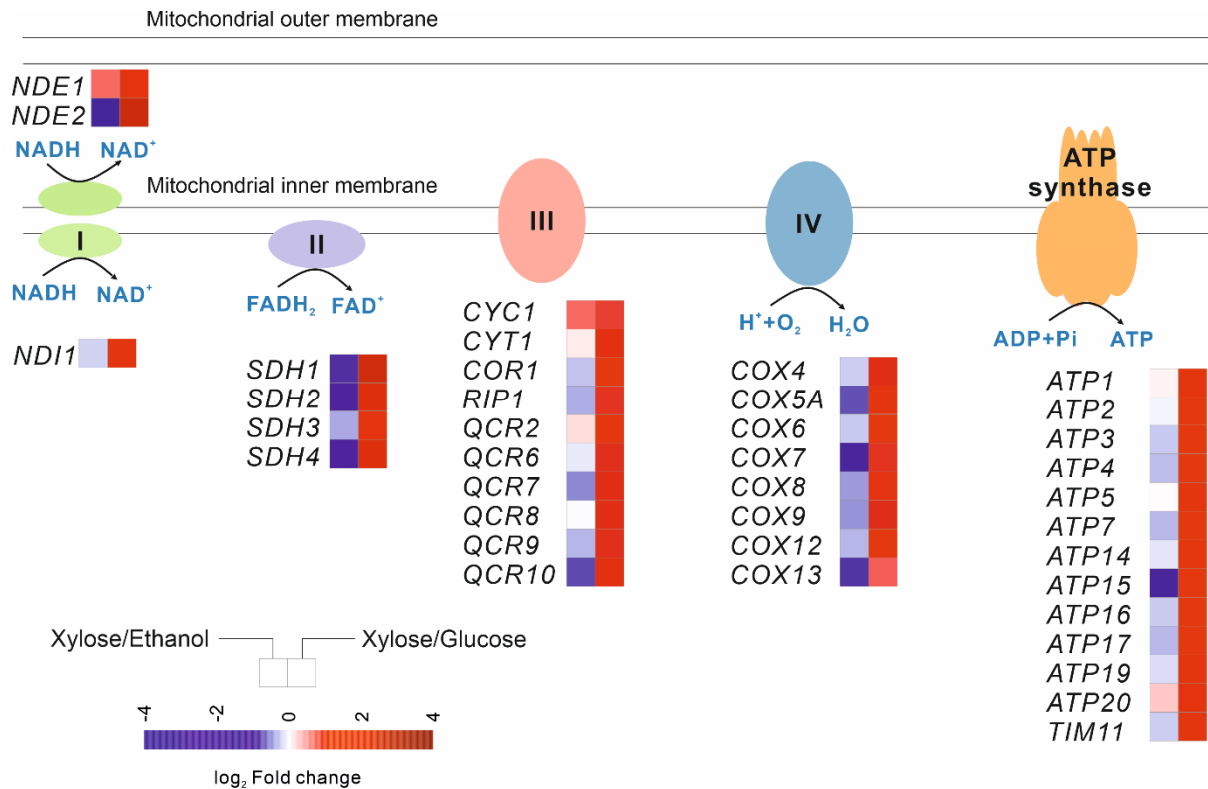

Supplementary Fig. 14 Transcriptional changes of genes involved in electron transport chain.

The left squares represent transcriptional fold changes for strains grown on xylose versus ethanol, while the right squares represent transcriptional fold changes for strains grown on xylose versus glucose. 

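Against ethanol, most genes of the TCA cycle and of respiration were lower on xylose. Of 16 TCA cycle genes, 12 fell and 1 rose, with a median log2 fold change of -0.71. Of 38 respiration genes, 25 fell and 2 rose, with a median of -0.32. *NDE2* fell by 3.04 (SE 0.23, adjusted p = 1.14e-12), *SDH4* by 1.19 (SE 0.083) and *ATP15*, of ATP synthase, by 0.95 (SE 0.069) on the log2 scale. *NDE1*, an external NADH dehydrogenase, rose by 0.62 (SE 0.14) and *CYC1*, which encodes cytochrome c, by 0.64 (SE 0.11). By complex, all 4 genes of complex II fell, as did 5 of 10 of complex III and cytochrome c, 6 of 8 of complex IV and 8 of 13 of ATP synthase. Against other genes, the TCA cycle had an adjusted p of 0.00705, respiration of 0.00273 and complex II of 0.0116 (adjusted p = 0.395, 0.4 and 0.299 with an estimated correlation). Complexes III and IV and ATP synthase did not pass, with adjusted p of 0.378, 0.059 and 0.105. Of the ethanol genes, 3 of 7 for synthesis rose and 2 fell, and 2 of 9 for consumption rose and 5 fell, neither list passing (adjusted p = 0.763 and 0.288).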

Genes for complex I-IV and ATP synthase are labeled below.

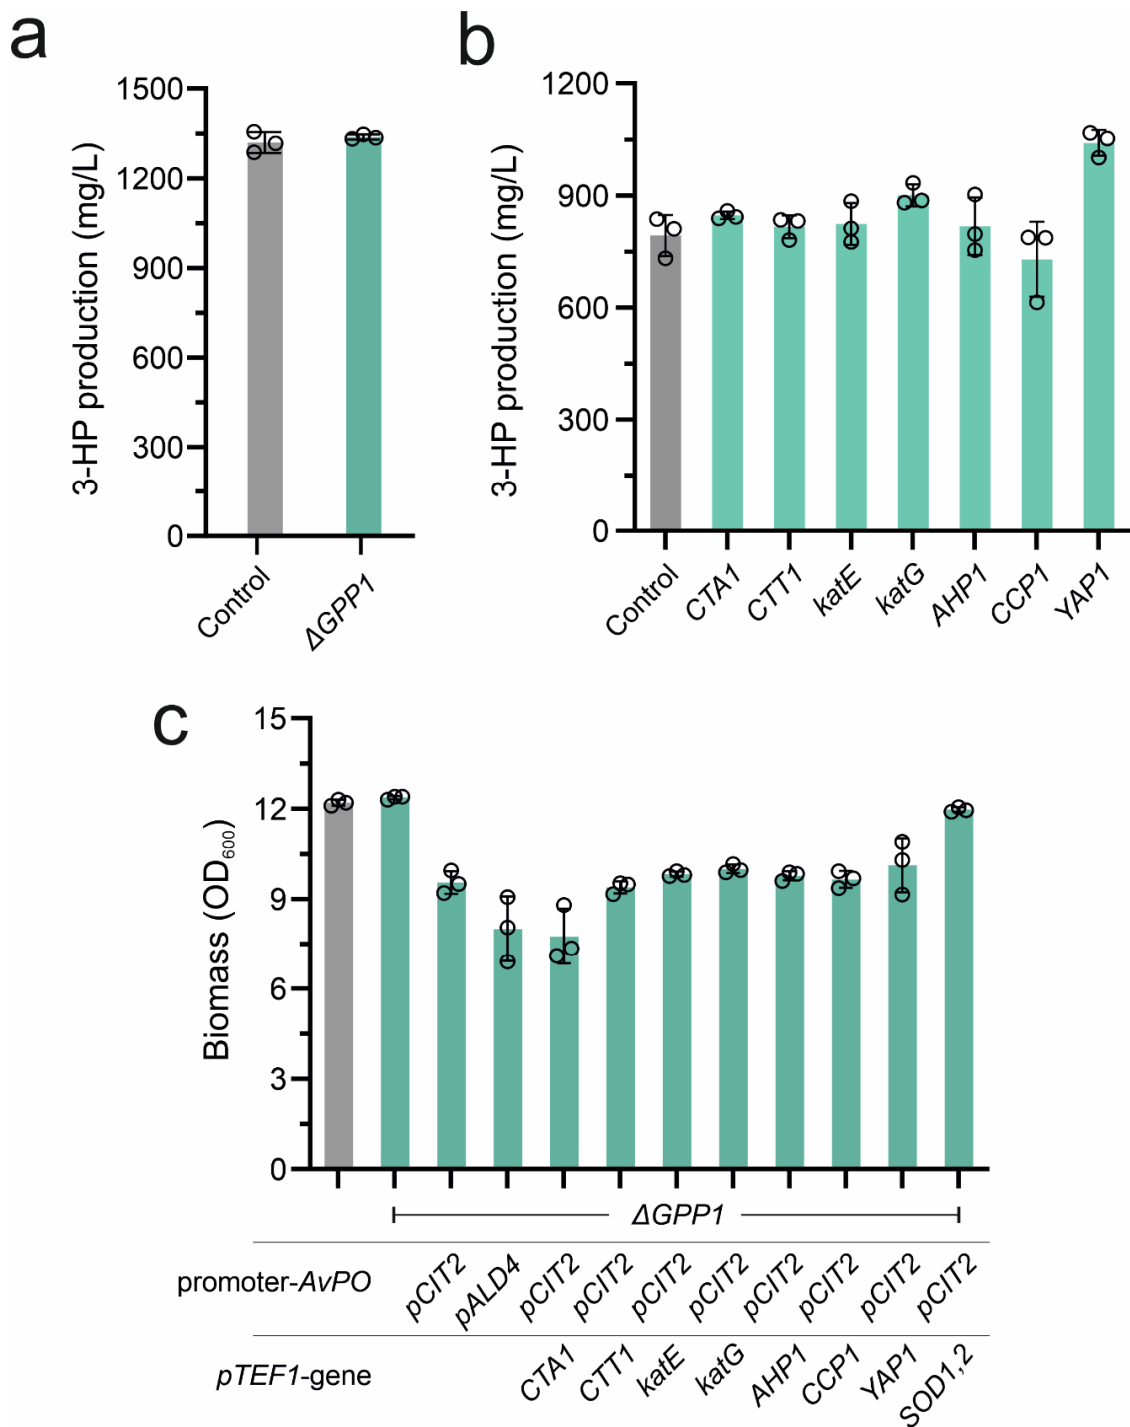

Supplementary Fig. 15 Evaluating the heterologous PO-PTA pathway.

a, Examination of the impact of *GPP1* deletion in strain R30c. **b-c**, Evaluation of various oxidative stress-responsive genes. Cta1 and Ctt1, yeast catalases; KatE and KatG, catalases from *E. coli*; Ahp1, thiol-specific peroxiredoxin; Ccp1, cytochrome-c peroxidase; Yap1, a transcription factor essential for oxidative stress tolerance; Sod1,2, superoxide dismutase. For **(a)**, strain R30c was used as the control. For **(b)**, strain R80p, where the *GPP1* gene was deleted and the genes involved in PO-PTA pathway were expressed, served as the control. For **(c)**, strain R70, derived from strain R30c with *GPP1* deleted, was used as a control strain. All strains were cultivated in flasks containing a minimal medium with 2% xylose. All data represent the mean derived from n=3 biologically independent samples, with error bars indicating the standard deviation. Source data are provided as a Source Data file.

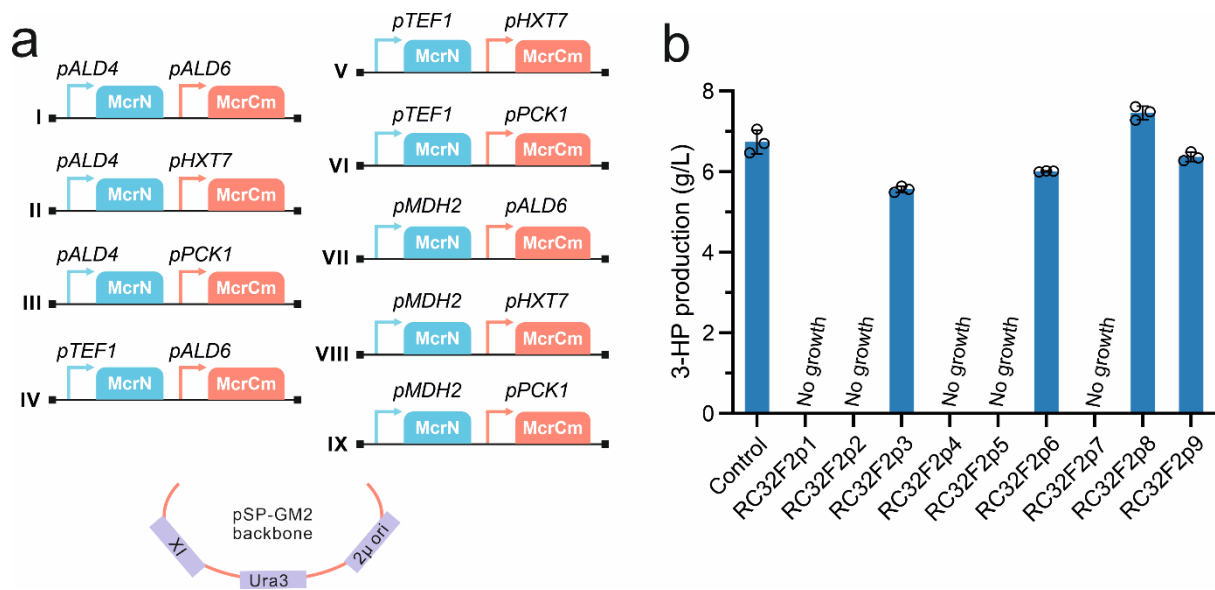

Supplementary Fig. 17 Optimizing the expression of *MCR* in plasmids in xylose medium.

a, Schematic illustration of plasmid constructions. *McrN*, driven by promoters *pALD4*, *pTEF1*, or *pMDH2*, and *McrCm*, driven by promoters *pALD6*, *pHXT7*, or *pPCK1*, were integrated into a high-copy plasmid containing *XI*. **b**, 3-HP production in strains harboring the constructed plasmids. Strain RC32F2p, as shown in **Fig. 6b**, served as the control. Strains with the corresponding plasmids were grown in flasks containing a minimal medium with 2% xylose. All data represent the mean derived from $n=3$ biologically independent samples, with error bars indicating the standard deviation. Source data are provided as a Source Data file.

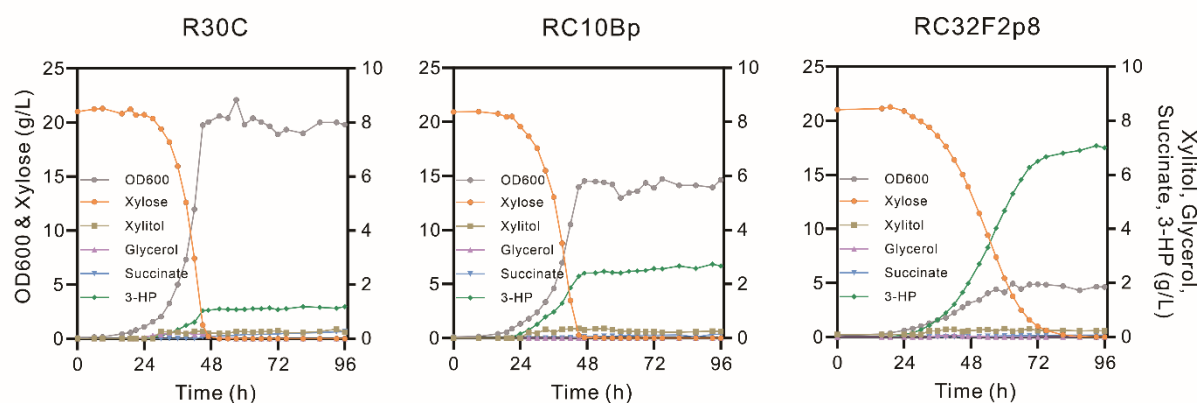

Supplementary Fig. 18 Fermentation of engineered strains.

The engineered low-level 3-HP producer, R30C (left), the medium-level 3-HP producer, RC10Bp (middle), and the high-level 3-HP producer, RC32F2p8 (right), were cultivated in a fermentor. Specifically, all strains were grown in a minimal medium supplemented with 2% xylose, at 30°C and pH 6.0. Source data are provided as a Source Data file.

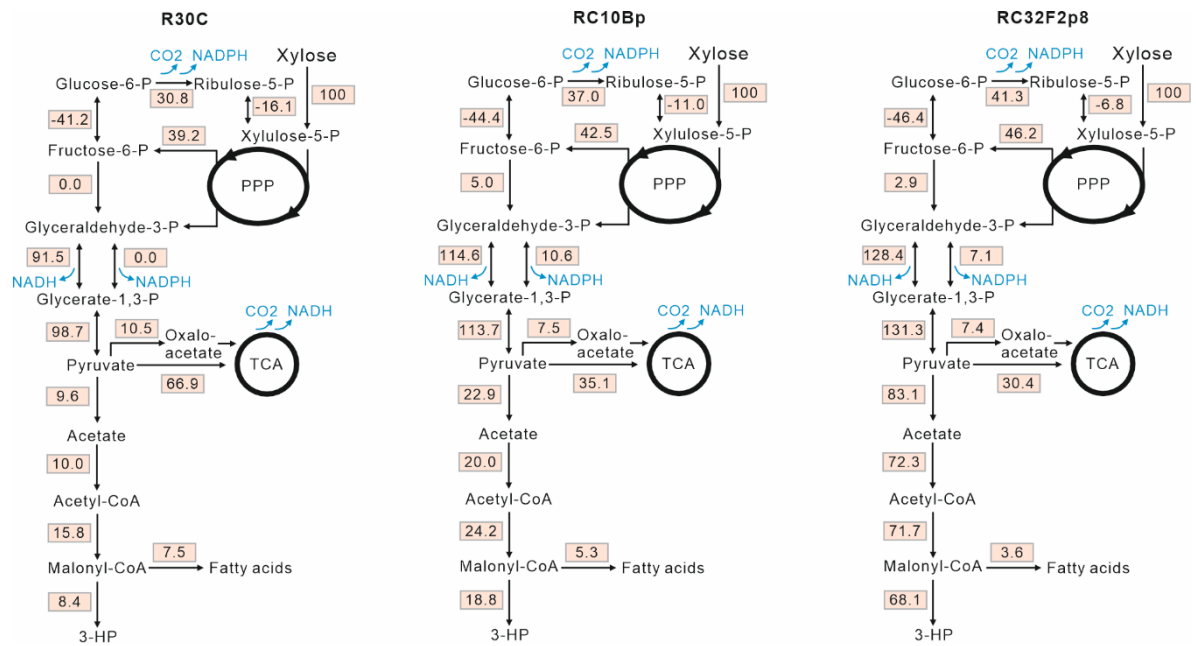

Supplementary Fig. 19 Calculated metabolic flux distributions via parsimonious flux balance analysis (pFBA).

Strains R30C (left), RC10Bp (middle), and RC32F2p8 (right) were used for pFBA. Based on pFBA, the fluxes of various metabolites were calculated relative to the uptake of 100 mmol of xylose. All strains were grown in fermentors containing a minimal medium supplemented with 2% xylose.

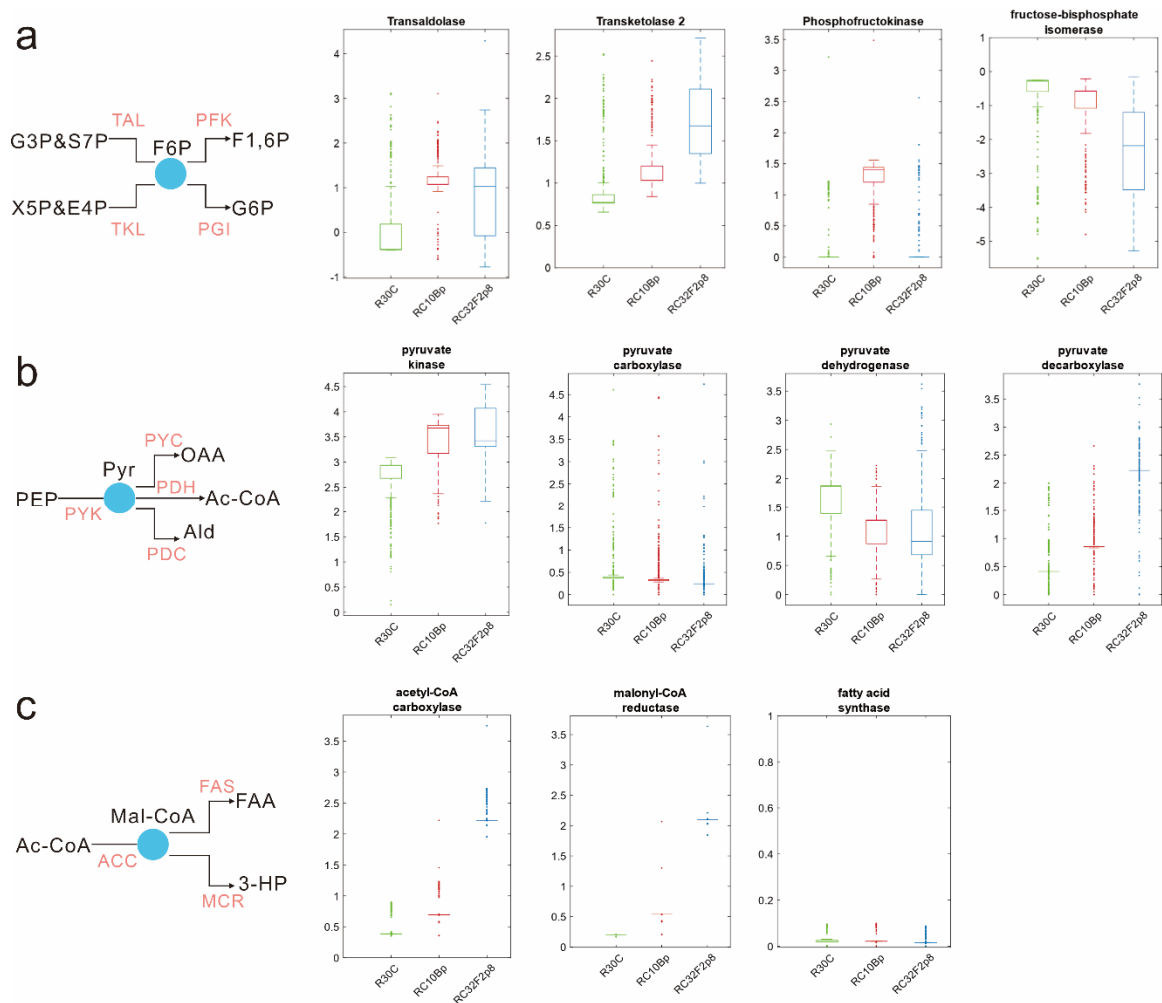

Supplementary Fig. 20 The distribution of calculated flux at three important nodes.

Figures a-c show the distribution of calculated flux at the F6P, Pyr, and Mal-CoA nodes, respectively. Each reaction's flow rate was randomly calculated 1000 times. The three strains were grown in fermentors containing a minimal medium supplemented with 2% xylose. G3P, Glyceraldehyde 3-phosphate; S7P, Sedoheptulose 7-phosphate; X5P, Xylulose 5-phosphate; E4P, Erythrose 4-phosphate; F6P, Fructose 6-phosphate; F1,6P, Fructose 1,6-bisphosphate; G6P, Glucose 6-phosphate; PEP, Phosphoenolpyruvate; Pyr, Pyruvate; OAA, Oxaloacetate; Ac-CoA, Acetyl-CoA; Mal-CoA, Malonyl-CoA; FAA, Fatty Acid. The horizontal line in the box represents the median of the data. The upper and lower edges of the box correspond to the 25th and 75th percentiles of the data, respectively.

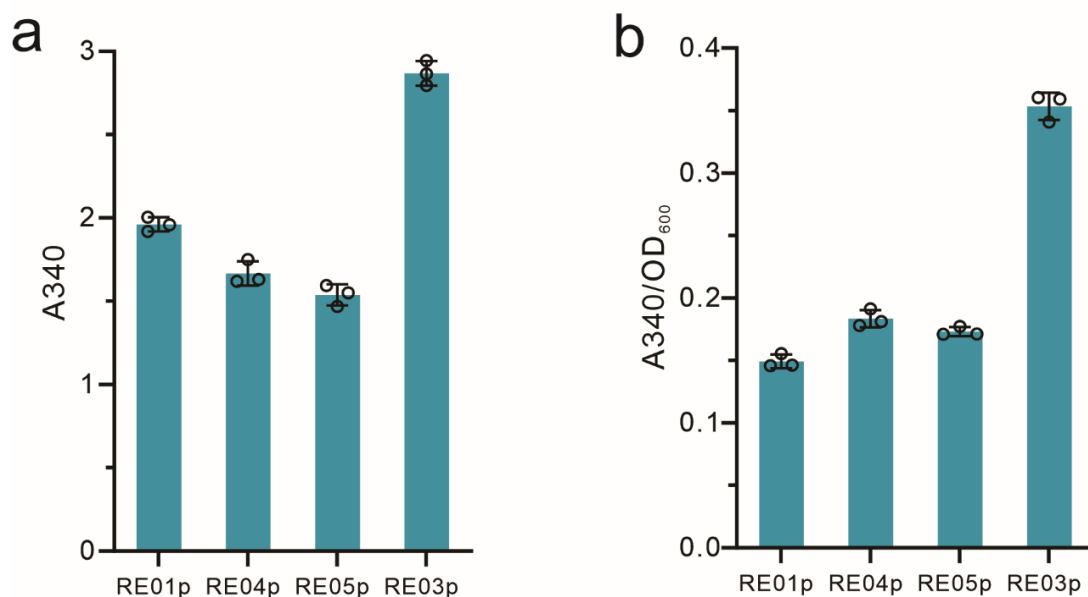

Supplementary Fig. 21 Assess the production of Flaviolin in the background strain for 3-HP synthesis.

a, The *MCR* genes were deleted in strains R30C, RC05p, RC10Bp, and RC32F2p8, and the *rppA* gene was introduced into these strains, resulting in the generation of strains RE01p, RE04p, RE05p, and RE03p, respectively. **b**, The production of flaviolin per OD of biomass. Strains were grown in flasks containing a minimal medium with 2% xylose. All data represent the mean derived from $n=3$ biologically independent samples, with error bars indicating the standard deviation. Source data are provided as a Source Data file.

# Supplementary material for: Modular deregulation of central carbon metabolism for efficient xylose utilization in Saccharomyces cerevisiae
**Source:** Nat Commun. 2025 May 16;16:4551. doi: 10.1038/s41467-025-59966-x
**Supplement:** Supplementary file 2 — Description of additional supplementary files

File Name: Supplementary Data 1

Description: Plasmids used in this study. These plasmids include those for gene expression in yeast, protein mutation, and gRNA production.

File Name: Supplementary Data 2

Description: Strains used in this study. For each strain, we recorded its name, genotype, parental strain, and genetic modifications in the parental strain.

File Name: Supplementary Data 3

Description: Altered transcript levels in xylose and glucose media. Gene names, fold changes in transcript levels, and p-values are provided. 

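The table gives log2 fold changes of xylose over glucose with DESeq2's p values, for genes from *ADH2* at the top to *HXT3* at the bottom. In edgeR's fit of the deposited counts, 52 of its 53 genes had the direction that the table lists, *RPS12*, a ribosomal protein gene near 0 in both, being the other. The values differed from the paper's by at most 0.0212 on the log2 scale, with a median difference of 0.0117. The xylose libraries had been identified from these same fold changes, so that this match is not independent evidence. It shows only how far edgeR and DESeq2 differ on the same counts. At an adjusted p under 0.05, 39 of the genes passed here, and 40 pass at the table's own adjusted p values.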

The p-values were calculated using the Benjamini–Hochberg method.

File Name: Supplementary Data 4

Description: Promoters used in this study. The amplified sequence for each promoter region is provided.

File Name: Supplementary Data 5

Description: Codon-optimized genes in this study. All genes exogenously expressed in *Saccharomyces cerevisiae* were codon-optimized and synthesized.

File Name: Supplementary Data 6

Description: The scored transcription factors from the entire genomic catalog of yeast genes (input data 1). The p-values were calculated using the Benjamini–Hochberg method.

File Name: Supplementary Data 7

Description: The scored transcription factors from a subset of genes crucially linked to central metabolism (input data 2). This subset included genes related to glycolysis, gluconeogenesis, the tricarboxylic acid (TCA) cycle, the pentose phosphate pathway (PPP), oxidative phosphorylation, respiration metabolism, pyruvate metabolism, the glyoxylate cycle, as well as carbon transport and metabolism. The p-values were calculated using the Benjamini–Hochberg method.

File Name: Supplementary Data 8

Description: The performance of six different engineering strains. These strains were cultivated in a minimal medium in flasks containing 2% xylose as the sole carbon source.

File Name: Supplementary Data 9

Description: Codes used for the flux balance analysis (FBA). The codes used for constructing a new metabolism model from the parental strain IMX581 are provided in the file named baseModel. The codes for conducting parsimonious flux balance analysis (pFBA) in strains R30C, RC10Bp, and RC32F2p8 are located in the respective files R30C_analysis, RC10Bp_analysis, and RC32F2p8_analysis. The codes utilized for calculating random samplings of the solution space in strains R30C, RC10Bp, and RC32F2p8 are stored in the files randomSamplingR30C, randomSamplingRC10Bp, and randomSamplingRC32F2p8, respectively.

# Supplementary material for: Modular deregulation of central carbon metabolism for efficient xylose utilization in Saccharomyces cerevisiae
**Source:** Nat Commun. 2025 May 16;16:4551. doi: 10.1038/s41467-025-59966-x
**Supplement:** Supplementary file 12 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☒	☐	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Growth Profiler 960 (EnzyScreen) for OD measurement, BioLector (m2p-labs) for Fluorescent signals measurement, HPLC system from Shimadzu (Japan) for extracellular metabolites concentrations

Data analysis

Origin 2019 64 bit (v 9.1) and GraphPad (v 9.0.0) were used to show the results of strain growth. TopHat (v 2.0.12) was used for mapping RNA-seq raw reads. Cufflinks (version 2.2.166) was used to calculate FPKM values. CEN.PK 113-7D genome (<http://cenpk.tudelft.nl>) was used as the reference. The feature Counts module of the Subread package (version 1.4.6) was used to calculate the read counts. The differential expression (DE) between different samples was analysed using the DESeq2 (v 1.24.0) method. The FBA was done in MATLAB with the COBRA toolbox.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw data for RNA-seq can be obtained by downloading it from the Genome Expression Omnibus (GEO) website (<https://www.ncbi.nlm.nih.gov/geo/>) using the series number GSE151478. Source data referred to this paper are provided as Source Data files. All plasmids and strains used in this study can be obtained from the corresponding author under a material transfer agreement.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No sample-size calculations were performed. Sample size was determined based on the magnitude and consistency of measurable differences between groups.

Data exclusions

No data exclusion involved in this study.

Replication

At least three independent measurements were performed for each experiments, all attempts at replication were successful.

Randomization

Yeast colonies from transformations were selected randomly. The samples were not randomly allocated into experimental groups because the strains were designed and engineered.

Blinding

For all experiments, the researchers were blind to the samples. All data were analysed and checked by multiple authors and reviewed by the corresponding author.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Plants

Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

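Poly-A RNA from 36 cultures was sequenced, as 3 biological replicates in each of 12 conditions that differed in strain (X029, X058, X109 or X158), carbon source (xylose, glucose or ethanol), preculture and OD600 at harvest. X029 carries xylose isomerase, xylulokinase, transaldolase, *TKL1*, *RPE1* and *RKI1*, X058 lacks *GRE3* as well, X109 lacks *GRE3* and *ASK10*, and X158 lacks *GRE3*, *ASK10* and *YPR1*. The authors aligned the reads with TopHat2 2.0.12 to the CEN.PK 113-7D genome and counted them per gene with featureCounts of Subread 1.4.6. The deposited file holds these raw counts, as whole numbers, for 7126 features in 36 columns, and every column was matched to a sample by its label. RefSeq names of the R64 reference were found for 6048 features, and the 1078 without one hold 0.1635% of counts. Alignments and reads were not available, so that neither mapping nor counting was repeated.

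Total counts per library were 7188213 to 12844455, and the 10 most abundant genes took 5.764% to 8.409% of them. Features were kept by edgeR's filterByExpr with the 12 conditions as groups and a minimum count of 10, which left 5938 features. Counts were scaled by TMM and fitted by edgeR 4.0.16 under R 4.3.3 with a quasi-likelihood model of 12 condition means, in which all 36 libraries give the spread. The common dispersion was 0.0134. Each of 12 comparisons was a contrast, 3 between carbon sources, 3 between strains that differ by a deletion, 2 between precultures, 3 between densities and 1 of the difference between strains in the change with density. Other splits of the compared libraries were refitted, all 10 for 3 against 3 and 100 drawn for the difference between strains. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all tested features, and calls with a log2 fold change of at least 1 in size were counted apart. Standard errors of log2 fold changes were derived from the fold change and the F value of the test. CPM are counts scaled to a common total with TMM-adjusted library sizes, given as mean and SD of 3 libraries. Gene lists were compared with all other genes by camera of limma 3.58.1 on log2 CPM with a prior count of 2, at a preset correlation of 0.01 and with an estimated correlation, and by fry, and p values were adjusted over the 43 lists of each comparison.

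The genes named are those in the paper's text on these data, in Supplementary Data 3, in Supplementary Figs. 7, 13 and 14 and in Fig. 3b, the deleted genes, the 2 to 4 members of a list with the largest changes and, for each comparison, up to 10 genes in each direction with the largest log2 fold change among called genes with a mean log2 CPM above 2 in either group and no overlap between the groups. The xylose group was set by a rule that required at least 45 of the 53 fold changes of Supplementary Data 3 within 0.1 of the values from DESeq2 1.42.0. Promoter fluorescence was taken from the paper's source data, and 37 of 40 red fluorescent promoters are native and have a matching transcript. Correlations across promoters were tested by 100000 permutations, or all 720 where 6 promoters were compared. The signs of TF transcripts and TF scores were compared by an exact binomial test. Recovery was tested on simulated data with changes added to 100 genes per size between 3 and 3 libraries. At a log2 change of 1, edgeR recovered 89% and DESeq2 89%, at 0.5 they recovered 57% and 61%, and 5.2% of 154 edgeR calls and 8.5% of 164 DESeq2 calls were false. Alternatives were DESeq2 size factors, no count filter, DESeq2's Wald test, a fit of the compared groups alone, the replicate number as a block, each library left out in turn, every other X058 xylose group at an OD600 of 1.0, their average, X158 as the xylose group, a term for 5 libraries high on the third principal component and every library thinned to 7188213 counts. The strand setting of the counting and any culture or library batch are not given in the sources used here, and the labels place all libraries on a single lane.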

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

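The tests with a term for the third principal component and with thinned counts were chosen after the principal components were seen, as were, after their values, the comparison of X158 with X058, the spread that a value had to exceed and the comparison of spread among X109, X058 and X158 libraries. The strains and densities here are ones the paper does not report, and the genes deleted in them come first. *GRE3* had 2882 to 3359 counts in the 3 X029 libraries and 0 or 1 in the 33 others. *ASK10* had 873 to 2264 counts in 27 libraries and 5 to 27 in the 9 from X109 and X158, and *YPR1* had 940 to 1823 counts in 30 libraries and 1 to 5 in the 6 from X158.

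X058 differed from X029 in 2414 genes on xylose (1126 higher and 1288 lower without *GRE3*), more than either later deletion step and in strains the paper does not report, with *FDH1*, formate dehydrogenase, at -3.20 (SE 0.33) and the hexose transporter *HXT2* at -2.28 (SE 0.26) on the log2 scale. Thinning gave 2293 (2296 to 2326 in 5 more thinnings), which argues against depth as the whole cause. A term for the libraries high on the third principal component gave 2621 genes. Leaving out X029 replicate 1, the library farthest from its group, gave 2808. Both can also lower the spread that all libraries share. With the term the *ASK10* step went from 159 to 617 genes, though none of its libraries carries it. The counts of 2621 and 2808 therefore do not decide on library structure or on that replicate. Without X029 replicate 3 the count was 1605, in a fit of the compared groups alone it was 506, and the highest of the other splits of the 6 libraries called 1109, 10 splits being too few for a share under 0.05 (1 of 10 reached 2414). X029 replicates deviated from their mean by an SD of 0.378, 0.273 and 0.205 (log2), against 0.114 to 0.13 in the glucose and ethanol libraries and the xylose libraries with a preculture to an OD600 of 2.0. An effect of the deletion and a difference between culture batches, which the labels do not give, both stay open and untested.

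The *ASK10* step (X109 against X058) changed 159 genes, 41 higher and 118 lower, and the *YPR1* step (X158 against X109) 122, 90 higher and 32 lower, again in strains the paper does not report. Besides the deleted genes, 64 were called in both and all moved back, 57 lower then higher (1.77 for independent lists) and 7 higher then lower (0.214), among them the sulfate permease *SUL2* (-1.28 then 1.34) and *MET28*, of sulfur regulation (-1.20 then 1.44) and, chosen after their values were seen, the chaperones *HSP82* (-0.99 then 0.92) and *SSA1* (-1.02 then 0.87). X158 against X058 changed 12 genes, a count that did not leave out *ASK10* and *YPR1*. Of the 64, only *FRE7* was among these 12. Without X109 replicate 2 the median size of the *ASK10* change in the 64 genes was 0.603 (log2) against 0.694, which argues against that library as the whole cause of the *ASK10* change in them. The 64 genes were chosen with that library included, and their change in the *YPR1* step was not tested without it. Both steps share the X109 libraries with opposite signs, so that the lists are not independent and genes called in both are drawn to opposite directions. The fold changes correlated at r = -0.752 across 5799 genes, where 100 simulations with no difference gave -0.56 to -0.447. These simulations draw each gene on its own, and X109 libraries deviated more (mean SD 0.244, X058 0.137, X158 0.162). A shared deviation of the X109 cultures and a reversal between the strains therefore cannot be told apart. The counts were 85, 78 and 92 for the *ASK10* step without X058 replicates 1, 2 and 3 and 294 without X109 replicate 2, and for the *YPR1* step 226, 61 and 227 without X109 replicates 1, 2 and 3 and 73 and 78 without X158 replicates 1 and 3, and the highest other split called 17 and 155 (1 and 2 of 10 splits reached the real counts, too few splits for a share under 0.05).

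Between an OD600 of 4.0 and 1.0 on xylose, a change tested directly between the strains, the response differed between X158 and X058 in 489 genes, 223 of them with the lower change in X158. In ribosome biogenesis the change was lower in X158 for 36 of 56 genes and higher for none (51 lower adjusted over the list alone, list adjusted p = 4.72e-26, or adjusted p = 0.498 with an estimated correlation), and the stress gene *GRE1* (3.38, SE 0.41) and *BDH2* (2.43, SE 0.23) were among those with the higher change. In 294 genes the change had the same direction and was larger in X158, in 8 it was larger in X058 and in 187 the directions were opposite (in 12 of them both changes were called), and thinning gave 471 genes (464 to 483 in 5 more thinnings), which argues against depth as the whole cause. A term for the third principal component gave 335, above the bound of 489 divided by 1.5, but that bound was not decisive because leaving out 1 library spans 156 to 993, so that the structure of those libraries and a difference between strains cannot be told apart. Of 100 splits, 2 reached 489, the real one included, a share under 0.05, but the highest other split called more genes, 506. With 3 libraries per group and a count that depends on single libraries, a chance difference between them was not excluded. The count was 156 without X058 replicate 2 at an OD600 of 1.0, 159 without X158 replicate 2 at 1.0, 233 and 993 without X058 replicates 1 and 3 at 4.0, and 293 and 269 without X158 replicates 1 and 2 at 4.0.

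X058 differed between an OD600 of 4.0 and 1.0 in 1633 genes (860 higher and 773 lower), densities the paper does not report, with 1017, 967 and 2429 without replicates 1, 2 and 3 at 4.0, 890 in a fit of the compared groups alone and 22 in the highest other split (1 of 10 splits reached 1633, too few for a share under 0.05). Between an OD600 of 0.5 and 1.0 it differed in 135 genes (87 higher and 48 lower), with 72 and 74 without replicates 1 and 2 at 0.5, 37 without replicate 2 at 1.0, 28 in the fit of the compared groups and 0 in the highest other split, under the same limit (1 of 10). X158 differed between 4.0 and 1.0 in 2732 genes (1363 higher and 1369 lower), with 21 in the highest other split, also under that limit (1 of 10).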

How the results depend on the processing

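The alternatives with a term for the libraries high on the third principal component and with thinned counts were chosen after seeing the data. The count of changed genes stayed within 1.5 times its value in 17 of 18 alternatives for xylose against glucose, in 18 of 18 for xylose against ethanol, in 13 of 13 for ethanol against glucose and for density in X158, in 11 of 13 for the *GRE3* step and for the ethanol preculture, in 10 of 13 for density in X058 at an OD600 of 4.0 and 8 of 13 at 0.5, in 6 of 13 for the *ASK10* step and for the glucose preculture, in 5 of 13 for the *YPR1* step and in 12 of 19 for the density difference. In the alternatives other than leaving out a library in turn, the fit of the compared groups alone among them, the counts were 2118 to 3730, 4204 to 4826, 4328 to 4953 and 2678 to 3327 for the first 4 of these. With each library left out in turn, xylose against glucose gave 1923 to 1972, against ethanol 4018 to 4098, ethanol against glucose 4135 to 4227, density in X158 2324 to 2561, the *GRE3* step 1605 (without X029 replicate 3) to 2808, the *ASK10* step 78 (without X058 replicate 2) to 294 (without X109 replicate 2), the *YPR1* step 61 (without X109 replicate 2) to 227 (without X109 replicate 3), the precultures 0 and 0 to 1, density in X058 967 to 2429 at an OD600 of 4.0 and 37 to 159 at 0.5, and the density difference 156 to 993. The other libraries that moved these counts by more than 1.5 times are named with the results for strains and densities. In a fit of the compared groups alone, in which only those libraries give the spread, xylose against glucose gave 3730, the *GRE3* step 506, the *ASK10* step 7, the *YPR1* step 1, the precultures 599 and 872, density in X058 890 and 28, and the density difference 741. X029 and X109 libraries deviated from their means by an SD of 0.196 to 0.378 (log2), glucose and ethanol libraries by 0.114 to 0.124. The main counts of the deletion steps thus rest in part on the spread of quieter groups. DESeq2 gave 264 for the *ASK10* step, 209 for the *YPR1* step and 3 for the glucose preculture. The term for the third principal component gave 617, 324, 7, 64 and 415 for the *ASK10* and *YPR1* steps, the ethanol and glucose precultures and an OD600 of 0.5. For DESeq2, and for this term at an OD600 of 0.5, the cause was not tested. No library of the other comparisons just named carries the term, so that there it acted only through the spread shared in the fit. DESeq2 and its size factors moved the share of higher genes by less than 8 points, except for the glucose preculture (1 gene against 3).

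The replicate number as a block gave 2186, 4255 and 4367 genes for the 3 carbon comparisons, 2341, 135 and 104 for the deletion steps, 0 and 1 for the precultures, 1575 and 125 for density in X058, 2678 in X158 and 414 for the density difference, and 20 of 30 TFs with the sign of their score (exact binomial p = 0.0987). The numbers do not pair the libraries, since deviations correlated at -0.0198 on average between libraries of the same number and at 0.00949 between others, and 5 of 36 libraries correlated best with their own number.

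Of 43 gene lists, 23 passed against glucose and 21 against ethanol (22 to 23 and 20 to 21 with a library left out). With an estimated correlation 10 and 0 passed, since it widens the test where the members of a list correlate above the preset 0.01. Fry, which asks another question, passed 36 against ethanol. The TF count of 21 was 8 of 10 among TFs that passed (exact binomial p = 0.109) and 19 (without glucose replicate 1) to 21 with a library left out, and the correlation with green fluorescence fell from 0.667 to 0.564 (p = 0.055) without *JEN1* and *TEF1*. The correlation with red fluorescence ranged from 0.799 to 0.87. Of the log2 fold changes of 222 named genes, 216 against glucose and 211 against ethanol kept their call and direction with DESeq2 size factors, 219 and 220 with the block, and 191 in each comparison with every library left out in turn. With X158 as the xylose group, *ASK10*, which that strain lacks, went from 0.54 to -5.95 against glucose and from 1.013 to -5.475 against ethanol, and the list of deleted genes passed lower against ethanol (adjusted p = 0.0308, 0.923 before). Against ethanol, the same group turned *ADH2* from 0.24 to -1.32, *ALD4* from 0.665 to -0.43 and *YGR038C-B* from -2.39 to 0.79, the X058 group precultured on glucose for a set time turned *YGR038C-B* to 0.017, and the group precultured on xylose turned *ADY2* from -0.84 to 0.093 and *HHT1* from -0.02 to 0.25. Against glucose, the group precultured on ethanol turned *ALD3* from -0.27 to 0.51. For all but *ASK10* and the list that holds it, the cause was not tested. A pseudocount alternative, planned for normalized values, was not run because the file holds counts. In a simulation at the depth and pooled spread of these libraries, log2 changes of 0.5 were recovered in 57% of genes. It changed 100 genes per size, far fewer than were called here, so that the share holds for that setting. Uncalled small changes are not shown to be absent.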

Differences from the paper's values

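For *RPS12*, the paper's log2 fold change of xylose over glucose is -0.00365815, and the value here is 0.0082, a difference in sign near 0. Among the alternatives set before the data were examined, the sign was the paper's with DESeq2 (-0.003658) and with its size factors, with no count filter, in a fit of the compared groups alone, with the X058 xylose groups precultured on xylose or on glucose for a set time, with the average of 4 X058 groups, with X158, without glucose replicate 1, 2 or 3 and without xylose replicate 1 or 3. It was not with the replicate block (0.00239), with the group precultured on ethanol (0.0523) or without xylose replicate 2 (0.0427). The paper's methods name DESeq2.

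At an adjusted p under 0.05, the paper's table calls 40 of its 53 genes and edgeR called 39. The gene between them is *TDH3*, with an adjusted p of 0.0559 here. It passed with DESeq2 (0.0321), DESeq2 size factors (0.0467), no count filter (0.0371), the compared groups alone (2.13e-09), the X058 group precultured on xylose (0.00587), the average of 4 X058 groups (0.00569), X158 (0.0167) and without glucose replicate 1 (0.0366), and, in alternatives chosen after seeing the values, with the term for the third principal component (0.000318) and thinned counts (0.0356). Its adjusted p over all alternatives was 2.13e-09 to 0.0914.

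The paper states that *PDC1* alone among the genes it considers for this step had a low transcript level on xylose. *PDC1* fell here (-0.72), and *PDC5* fell as well (-0.70, adjusted p = 0.0107), at 11.8 CPM on xylose and 19.3 CPM on glucose. Fig. 3b draws *RGT1* among the TFs with the most negative change of glucose over xylose, between *HAP3* and *HAP4*, and its log2 fold change of xylose over glucose here was 0.02 (adjusted p = 0.879, -0.13 to 0.13 over all alternatives), while *HAP4* rose by 1.62.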

Other observations

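By the labels, the xylose libraries were harvested at an OD600 of 1.0 and the ethanol and glucose libraries at 2.0, so that the comparisons with xylose differ in density as well. All 44 genes of the large and all 36 of the small cytosolic ribosomal subunit rose in X058 on xylose against ethanol, with median log2 fold changes of 2.31 and 2.26 (counts the same adjusted over the list alone), and none of either list changed against glucose, with adjusted p under 0.05 in edgeR. Between an OD600 of 1.0 and 4.0 in X058 on xylose, the medians of these 2 lists changed by -0.51 and -0.41 (list adjusted p = 7.36e-13 and 2.21e-08, or adjusted p = 0.49 each with an estimated correlation), less than against ethanol, which argues against density, as it acts on xylose, as the whole cause for them. *ADH2*, at 10.53 over glucose, had a log2 fold change of -1.65 (SE 0.26) with that density, and no glucose or ethanol culture had another density. All 56 ribosome biogenesis genes rose against ethanol, with the nucleolar protein gene *NSR1* at 3.17 (SE 0.24) and the helicase *DBP2* at 3.15 (SE 0.23), and 62 of 68 genes of amino acid synthesis rose and 4 fell, with the branched-chain aminotransferase *BAT1* at 2.83 (SE 0.092) and the glutamate dehydrogenase *GDH3* at -4.51 (SE 0.23). Genes of fatty acid oxidation lay between the other carbon sources, 19 of 20 rising and 1 falling against glucose and all 20 falling against ethanol, with the peroxisomal catalase *CTA1* at 5.55 (SE 0.26) and -2.32 (SE 0.21) and the thiolase *POT1* at 4.02 (SE 0.33) and -3.63 (SE 0.26). Autophagy genes fell against ethanol in 20 of 21 cases (21 adjusted over the list alone), with the vacuolar protease *PRB1* at -1.99 (SE 0.24), and 14 of 17 genes of trehalose and glycogen fell and 1 rose, with the glycogen branching enzyme *GLC3* at -2.99 (SE 0.35). Against ethanol the list adjusted p was 1.24e-20, 9.25e-17, 1.24e-18, 1.27e-15, 4.83e-07, 5.84e-07 and 0.000233 in this order, and no list passed there with an estimated correlation (adjusted p = 0.299 to 0.395). Against glucose, 61 of 62 mitochondrial ribosomal protein genes rose (62 adjusted over the list alone), with *MRPL4* at 1.18 (SE 0.097), and all 10 histone genes fell, with *HHT2* at -0.96 (SE 0.25) (list adjusted p = 4.08e-18 and 3.36e-05, or adjusted p = 0.0864 and 0.118 with an estimated correlation, and for fatty acid oxidation 9.1e-12, or 0.0948).

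Between ethanol and glucose, 4389 genes changed, 2280 higher and 2109 lower on ethanol. All 38 respiration genes rose, with a median of 1.54 (adjusted p = 0.0311 with an estimated correlation), and the cytosolic ribosomal protein genes all fell, with medians of -2.32 and -2.28 (adjusted p = 0.172 and 0.174 with an estimated correlation). On xylose at an OD600 of 0.5, genes of iron and copper uptake were higher than at 1.0 in X058, 10 of 19 rising and none falling (12 and 1 adjusted over the list alone, list adjusted p = 1.54e-12, or adjusted p = 0.0175 with an estimated correlation). *FIT3* and *FIT2*, cell wall proteins that retain iron siderophores, had log2 fold changes of 1.82 (SE 0.24) and 1.61 (SE 0.28), and *TIS11*, which lowers transcripts of iron-using proteins, of 1.56 (SE 0.30). At an OD600 of 4.0, all 44 and all 36 genes of the cytosolic ribosomal subunits fell in X158 (list adjusted p = 2.32e-14 and 5.27e-11, or adjusted p = 0.35 each with an estimated correlation), and the stress protein genes *SIP18* and *HSP26* rose to 5.32 (SE 0.25) and 4.40 (SE 0.25). In the *ASK10* step, 9 of 24 heat shock and chaperone genes fell (20 adjusted over the list alone, list adjusted p = 9.6e-18, or adjusted p = 0.0304 with an estimated correlation). In the *YPR1* step, which shares the X109 libraries, 6 of the 24 rose and none fell (13 higher adjusted over the list alone, list adjusted p = 3.05e-10, or adjusted p = 0.181 with an estimated correlation), so that a deviation of the X109 cultures stays open for both. In the *GRE3* step, 18 of 25 cell cycle genes rose and 1 fell (19 and 1 adjusted over the list alone), with the cyclin *CLN2* at 1.02 (SE 0.091) (list adjusted p = 8.36e-07, or adjusted p = 0.151 with an estimated correlation), and a difference between culture batches stays open here as for the whole step.

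Of 3 preculture groups of X058 on xylose, each from an OD600 of 2.0, ethanol against xylose preculture changed 0 genes in edgeR and 0 in DESeq2 (187 at an unadjusted p under 0.05), and glucose against xylose preculture changed 1 in edgeR and 3 in DESeq2 (341 unadjusted). The 3 libraries of a group lay all above or all below the other 3 for 28.1% and 32.1% of genes, where chance gives 10%, so that uncalled differences are not shown to be absent. The single gene was *CDA2*, a chitin deacetylase of spores (2.08, SE 0.35, adjusted p = 0.0116). It was not called without replicate 2 or 3 of the glucose preculture or replicate 1 or 3 of the xylose preculture (0 genes each). In fits of the compared groups alone, which use 6 libraries, 599 and 872 genes were called, and with the term for the third principal component, chosen after seeing the data, 7 and 64.

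For every comparison of 3 libraries with 3, 10 splits are too few for a share under 0.05. Each other split also mixes the compared conditions within its groups. A real difference then widens the spread, so that low counts in these splits are not a measure of noise. The real count and the highest of the other splits were 2240 and 0 for xylose against glucose, 4285 and 0 for xylose against ethanol, 4389 and 0 for ethanol against glucose (1 of 10 splits as large in each), 0 and 0 for the ethanol preculture (10 of 10) and 1 and 0 for the glucose preculture (1 of 10).

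The paper's green fluorescence values are from strains without libraries here. Across 14 promoters, the log2 ratio of the paper's means on xylose and glucose and the transcript's log2 fold change had a Pearson r of 0.667 (permutation p = 0.00908, adjusted 0.0121 over 4 relations) and a Spearman rho of 0.736 (p = 0.00368, adjusted 0.00491). Without *JEN1* and *TEF1*, farthest from the median, r was 0.564 (permutation p = 0.055) and rho 0.643 (p = 0.0278), so that r no longer passed 0.05 in 12 promoters while rho did. The *MLS1* promoter was left out because its mean on glucose was not positive. Promoters are not independent libraries, and the study chose them, apart from the *TEF1* standard, on these samples.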
